# Osterix-Cre marks distinct subsets of CD45- and CD45+ stromal populations in extra-skeletal tumors with pro-tumorigenic characteristics

**DOI:** 10.7554/eLife.54659

**Published:** 2020-08-05

**Authors:** Biancamaria Ricci, Eric Tycksen, Hamza Celik, Jad I Belle, Francesca Fontana, Roberto Civitelli, Roberta Faccio

**Keywords:** osterix, cancer, TME, CAF, bone, HSC, Mouse

## Abstract

Cancer-associated fibroblasts (CAFs) are a heterogeneous population of mesenchymal cells supporting tumor progression, whose origin remains to be fully elucidated. Osterix (Osx) is a marker of osteogenic differentiation, expressed in skeletal progenitor stem cells and bone-forming osteoblasts. We report *Osx* expression in CAFs and by using Osx-cre;TdTomato reporter mice we confirm the presence and pro-tumorigenic function of TdT^OSX^+ cells in extra-skeletal tumors. Surprisingly, only a minority of TdT^OSX^+ cells expresses fibroblast and osteogenic markers. The majority of TdT^OSX^+ cells express the hematopoietic marker CD45, have a genetic and phenotypic profile resembling that of tumor infiltrating myeloid and lymphoid populations, but with higher expression of lymphocytic immune suppressive genes. We find *Osx* transcript and Osx protein expression early during hematopoiesis, in subsets of hematopoietic stem cells and multipotent progenitor populations. Our results indicate that *Osx* marks distinct tumor promoting CD45- and CD45+ populations and challenge the dogma that Osx is expressed exclusively in cells of mesenchymal origin.

## Introduction

In the past couple of decades the common beliefs of how an incipient tumor grows and progresses to a metastatic stage have drastically changed due to the increasing findings of a tight crosstalk between tumor cells and the surrounding stroma, known as the tumor microenvironment (TME) (Hanahan and Weinberg, 2011). Tumor stroma comprises a variety of different cells from the mesenchymal and hematopoietic compartments, with pro- and anti-tumor functions. Cancer-associated fibroblasts (CAFs) are cells of the mesenchymal lineage involved in supporting various stages of tumorigenesis from growth to metastatic dissemination (Kalluri and Zeisberg, 2006; Chen and Song, 2019). Their abundance and phenotypic markers differ among the various types of cancers. CAFs support tumor growth by stimulating tumor cell proliferation, inhibiting apoptotic signals and anti-tumor immune responses, altering the extra-cellular matrix (ECM) to favor invasiveness, and by offering protection from chemotherapeutic approaches. Their heterogeneity probably accounts for the different tumor promoting effects and reflects the fact that CAFs can originate from multiple cellular sources (Chen and Song, 2019). Several studies indicate that CAFs derive from bone marrow mesenchymal stem and progenitor cells recruited at the tumor site. Additional evidence indicates that they can also derive from myofibroblasts, as well as from the trans-differentiation of local pericytes, endothelial and epithelial cells. In breast cancer, subsets of bone marrow-derived CAFs can exhibit a unique inflammatory profile depending on the location to which they are recruited, thus being functionally distinct from the resident CAFs and having better tumor-promoting functions (Raz et al., 2018). Adding more complexity to the origin of CAFs, an additional population expressing several markers commonly found in fibroblasts and CAFs, is the fibrocyte (Abe et al., 2001; McDonald and LaRue, 2012; van Deventer et al., 2013). Fibrocytes originate from the bone marrow, where they have been described to contribute to bone marrow fibrosis under pathological conditions (Ohishi et al., 2012). These cells have also been implicated in supporting tumor progression, but they differ from the bone marrow-derived CAF populations in that they also express the hematopoietic marker CD45, along with markers associated with the monocyte/macrophage lineage populations (Abe et al., 2001). Fibrocytes support tumor growth by making collagen, albeit at lower levels than the CAFs, releasing growth factors, commonly produced by immune suppressive myeloid cells, and by modulating resistance to anti-angiogenic therapy (Goto and Nishioka, 2017). Recent single-cell RNA sequencing (scRNAseq) studies further confirmed the complexity of the CAF populations, suggesting tumor specificity as well as functional differences among the various subsets (Bartoschek et al., 2018; Costa et al., 2018; Elyada et al., 2019). However, these studies did not directly address the origin of the various subsets, which could account for their specific cellular phenotype.

Because of their ability to produce collagen and other extracellular matrix proteins, we sought to determine whether a subset of bone marrow-derived CAFs could share markers of committed osteolineage cells. Osteolineage cells derive from bone marrow mesenchymal stem cells (MSCs) and their differentiation program is driven by sequential activation of two specific transcription factors, *Runx2* and *Sp7(Osx gene)*, and subsequent acquisition of a phenotype characterized by the ability to produce bone matrix, primarily type I collagen, and to mineralize (Nakashima et al., 2002). Although Osx is largely thought as a marker of differentiated osteoblasts, emerging data demonstrate that in the embryonic and perinatal bone marrow *Sp7* is expressed in definitive MSCs that give rise to the marrow stroma, including osteoblasts and adipocytes (Liu et al., 2013; Mizoguchi et al., 2014). Furthermore, during embryogenesis, Osx is present in extra-skeletal tissues, including the olfactory bulb, the intestine and the kidney (Chen et al., 2014; Jia et al., 2015).

Based on the above observations, we hypothesized that a subset of CAFs, derived from Osx+ cells in the bone marrow, contributes to ECM (i.e. collagen) production at the tumor site, thereby creating a tumor supporting stroma. Using a cell tracking system, we found the presence of cells targeted by the Osx promoter within the TME; these TdT^OSX^+ cells favor tumor growth when co-injected with tumor cells in mice. Surprisingly, only a minority of tumor-resident cells derived from Osx+ cells expresses fibroblast markers, extracellular matrix and matrix remodeling genes. The majority of these newly identified TdT^OSX^+ tumor infiltrating cells are also positive for CD45, a marker of hematopoietic lineage, and share markers expressed by tumor-infiltrating immune cells. Importantly, we confirmed *Sp7* transcripts and Osx protein in a subset of hematopoietic stem cells (HSC), giving rise to TdT^OSX^+;CD45+ tumor infiltrating immune populations. This study further identifies new populations of TME cells targeted by Osx and challenges the use of Osx-cre driven lineage tracing mouse models to exclusively study mesenchymal lineage cell fate.

## Results

### Embryonic and adult-derived osteolineage Osx+ cells are present in extra-skeletal tumors

To determine whether osteolineage cells may be present in the TME, we crossed the established tetracycline-dependent *Tg(Sp7-tTA,tetO-EGFP/cre)1Amc/J* (Osx-cre) to the *B6.Cg-Gt(ROSA)26Sortm9(CAG-tdTomato)Hze/J* (TdT) to generate the Osx-cre;TdT reporter mouse model (Rodda and McMahon, 2006). When constitutively activated, TdT marks the entire osteolineage, including bone surface osteoblasts, osteocytes and bone marrow cells with mesenchymal stem and osteoprogenitor cell features; while delaying Osx-cre expression until postnatally restricts TdT targeting to committed osteoblasts and osteocytes (Mizoguchi et al., 2014; Fontana et al., 2017). Therefore, Osx-cre;TdT mice and control animals carrying only the TdT transgene (WT;TdT) were kept on standard chow to allow constitutive embryonic transgene activation, or fed a doxycycline (doxy)-containing diet until weaning to suppress transgene activation until one month of age (Figure 1A). We previously reported that doxy-fed mice display less than 1% of spontaneous recombination in the bone residing osteoblasts at weaning, but full transgene activation 1 month thereafter (Fontana et al., 2017).

**Figure 1.**
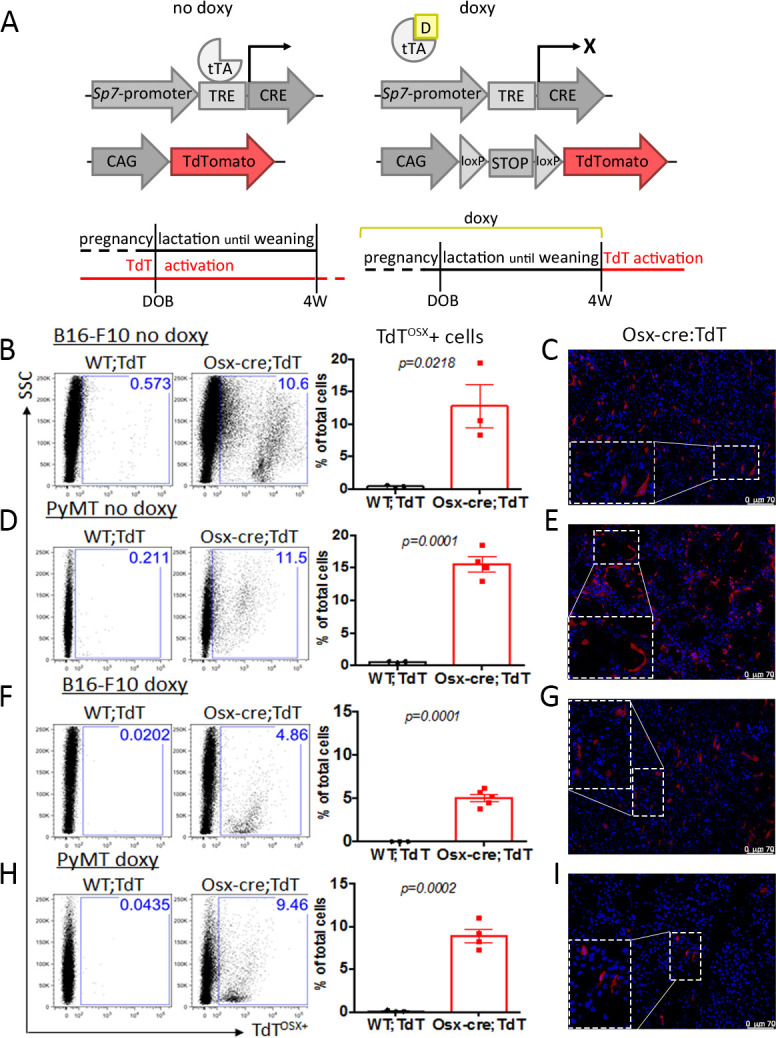
Embryonic and adult-derived Osx+ cells are present in primary tumors at extra-skeletal sites. (**A**) Doxycycline (doxy)-repressible Sp7-cre/loxP mouse model used to activate Ai9/TdTomato expression for lineage tracing experiments. In no doxy-fed mice, TdT is expressed in embryonic-derived osteolineage cells (left), while in mice fed a doxy diet until weaning, TdT is expressed in adult-derived osteolineage cells. (**B–I**) Flow cytometry analysis and fluorescence images of primary tumors showing presence of TdT^OSX^+ cells in no-doxy fed Osx-cre;TdT mice or WT;TdT controls inoculated with B16-F10 melanoma subcutaneously (**B–C**), or with PyMT breast cancer cells in the mammary fat pad (MFP) (**D–E**), and in doxy-fed mice injected with B16-F10 subcutaneously (**F–G**), or with PyMT in the MFP (**H–I**). Slides for fluorescence images were counterstained with DAPI (blue), magnification 200X. Inserts are further magnified 4.5 folds. Data representative of a single experiment, experiments were repeated between 2 and 5 times. p values represent Student t-test statistical analysis. Figure 1—source data 1.Relates to FACS analysis in panels B, D, F, H.

**Figure 1—figure supplement 1.**
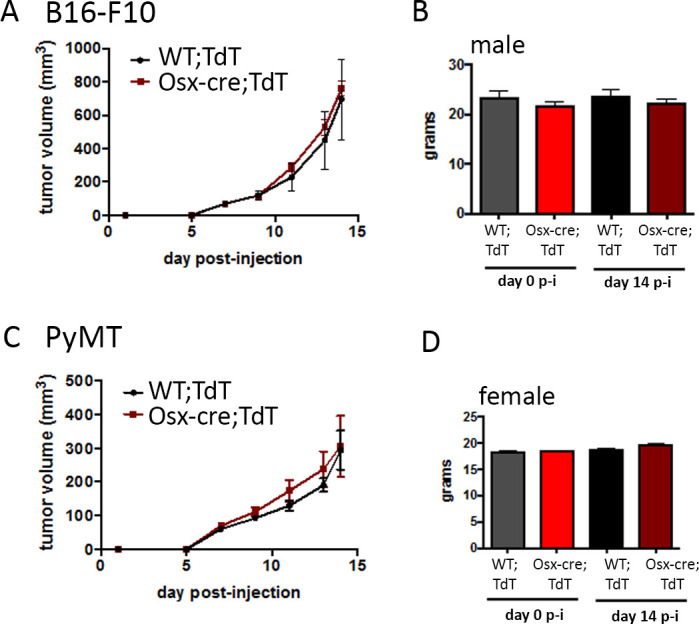
No difference in tumor growth and body weight between sex and age matched cre positive (Osx-cre;TdT) and negative (WT;TdT) mice. . (**A**) Tumor growth in Osx-cre;TdT and WT;TdT male mice injected subcutaneously with B16-F10 tumor cells. (**B**) Body weight of the mice showed in (**A**) at the day of tumor injection (day 0) and at the end point (day 14 post-injection). (**C**) Tumor growth in Osx-cre;TdT and WT;TdT female mice injected in the MFP with PyMT tumor cells. (**D**) Body weight of the mice showed in (**C**) on day 0 and day 14 post-injection.

Osx-cre;TdT reporter mice and WT;TdT fed a normal diet (no doxy) were inoculated with either 10^5^ B16-F10 melanoma cells subcutaneously or 10^5^ PyMT breast cancer cells in the mammary fat pad (MFP). To account for the possible growth delay sometimes observed in no-doxy fed Osx-cre mice (Davey et al., 2012), tumor cells were injected at 12 weeks of age, when the growth delay is fully recovered. Importantly, no differences in tumor growth were observed in age and sex matched Osx-cre;TdT and WT;TdT mice, excluding any potential confounding effect of the Osx-cre (Figure 1—figure supplement 1). To assess the presence of osteolineage Osx+ derived cells within the tumor stroma of no doxy-fed mice, we performed flow cytometry analysis on B16-F10 and PyMT tumors isolated 2 weeks post-inoculation, and found that about 10–18% of the total cells were TdT^OSX^+ (Figure 1B and D). Histological analysis of frozen sections from the same tumors confirmed the presence of TdT^OSX^+ cells. These cells had either round or elongated shape, indicating morphologic heterogeneity within the TdT^OSX^+ population (Figure 1C and E). These TdT^OSX^+ cells within the tumor stroma of no-doxy mice may derive from resident Osx-expressing embryonic progenitors or from mobilization of bone marrow Osx+ cells.

Remarkably, TdT^OSX^+ cells were also present in the B16-F10 and PyMT TME of doxy-fed animals 4 weeks post weaning, although their numbers were lower than in tumors isolated from no doxy-treated mice (Figure 1F and H). Fluorescence micrographs also confirmed the presence of TdT^OSX^+ cells in the stroma in both tumor models (Figure 1G and I), with the same pleiotropic morphology as seen in no doxy-treated mice. Thus, embryonic and adult-derived osteolineage Osx+ cells are present in the stroma of extra-skeletal tumors. Based on these findings, the doxy-fed Osx-cre;TdT mice were used for all the subsequent studies.

### TdT^OSX^+ cells from primary tumors express mesenchymal markers

To determine the phenotype of TdT^OSX^+ cells more in depth, we isolated TdT^OSX^+ cells by FACS sorting 14 days after inoculation of B16-F10 tumor cells into doxy-fed Osx-cre;TdT reporter mice (Figure 2A). Due to the limited number of TdT^OSX^+, tumors from 2 to 4 mice were pooled for FACS sorting and reported as one experimental replicate (single data point). Messenger RNA from an immortalized murine CAF cell line (i-CAFs) and cortical long bone devoid of bone marrow cells were used as controls. Real-Time PCR confirmed *Sp7 e*xpression in TdT^OSX^+ cells but not in the TdT^OSX^– fraction, which includes the remaining stroma and the tumor cells (Figure 2B). Interestingly, *Sp7* expression was also detected in i-CAFs (Figure 2B), and as expected in bone extracts in higher abundance. Expression of osteoblast-specific markers such as *Runx2*, *Bglap (Ocn)* (Osteocalcin), *Ibsp (Bsp, bone sialoprotein)* and *Alpl (Tnap, tissue non-specific alkaline phosphatase)* were negligible in TdT^OSX^+ cells and undetectable or barely detectable in the i-CAFs (Figure 2C–F). However, *S100a4(Fsp1)* (Fibroblast-specific protein 1) and *Acta2 (α-SMA)* (α-smooth muscle actin), two CAFs specific markers, were detected in TdT^OSX^+ cells (Figure 2G and H). TdT^OSX^+ also expressed *Col1a1* (Collagen Type Ia1) and *Col1a2* (Collagen Type Ia2) similar to i-CAFs and bone extracts (Figure 2I and J). Expression of matrix metalloproteinases, *Mmp2* and *Mmp9*, involved in matrix remodeling and highly expressed in CAFs and osteoblasts respectively, was also detected in the TdT^OSX^+ cells (Figure 2K and L).

**Figure 2.**
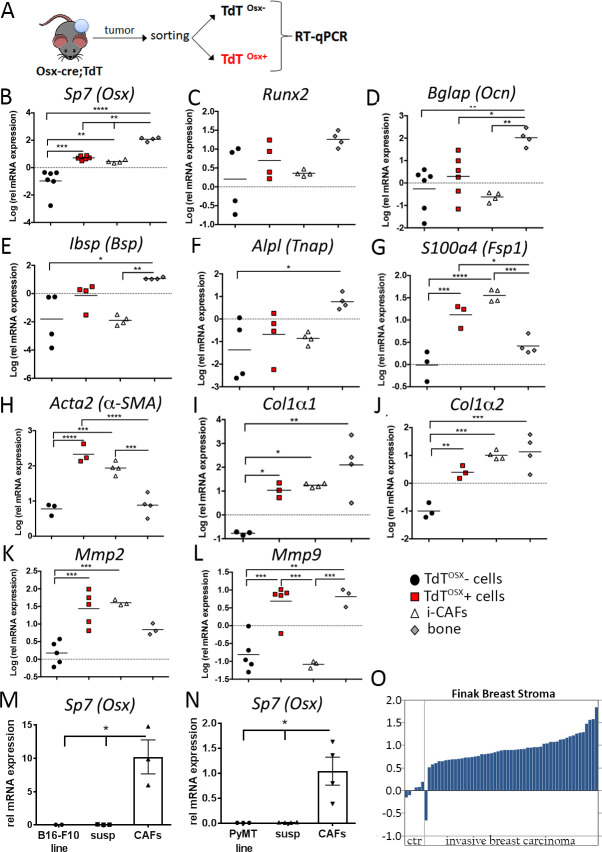
TdT^OSX^+ cells from primary tumors express mesenchymal markers. (**A**) Experimental design for isolating TdT^OSX^+ cells from primary tumors isolated from doxy-fed Osx-cre;TdT mice inoculated with B16-F10. TdT^OSX^- cells comprise all TdT negative cells including the tumor cells. Immortalized CAFs (iCAFs) and crushed long bones were used as reference controls. (**B–L**) Quantitative Real-Time PCR for (**B**) *Sp7(Osterix)*, (**C**) *Runx2*, (**D**) *Bglap(Osteocalcin)*, (**E**) *Ibsp (Bone sialoprotein)*, (**F**) *Alpl (Tnap, Tissue non-specific alkaline phosphatase)*, (**G**) *S100a4 (Fsp1),* (**H**) *Acta2 (α-SMA)* (**I**) *Collagen1a1* (**J**) *Collagen1a2,* (**K**) *Mmp2 (Metalloproteinase2)* and (**L**) *Mmp9 (Metalloproteinase9)* genes in TdT^OSX^+, TdT^OSX^- cells, iCAFs and bone. Each data point includes cells isolated from 3 to 4 mice and from two independent experiments. (**M–N**) Real-Time PCR of *Sp7(Osterix)* in B16-F10 or PyMT cell lines, CAFs isolated from primary B16-F10 or PyMT tumors or from the remaining cells comprising the tumor minus the CAFs (susp) (n = 3–4 mice). (**O**) *Sp7(Osx)* expression based on the Finak Breast Cancer Stroma gene set in the Oncomine cancer microarray database. Significance was determined by one-way ANOVA with Tukey post-hoc test, *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. Figure 2—source data 1.Relates to Real-Time PCR data.

To validate expression of *Sp7* in CAFs from primary tumors, we orthotopically injected B16-F10 or PyMT cells in 8 week old WT mice and the CAFs were isolated as the adherent fraction of a single cell suspension of the tumor mass. We detected *Sp7* expression only in CAFs but not in the tumor cell lines nor in the non-adherent fraction of the single cell suspension from the tumor mass (Figure 2M and N). Importantly, corroborating our findings in mice, using Oncomine (Rhodes et al., 2004) we found that microarray analysis of human breast stromal cells collected from patients with invasive breast carcinoma from the Finak gene set (Finak et al., 2008) showed significantly higher *Sp7* expression in the tumor associated stroma compared to the adjacent normal breast tissue (Figure 2O). Thus, a subset of cells in the TME of mice and humans express *Sp7*, an osteolineage cell marker, but also markers associated with the CAFs. TdT^OSX^+ cells may represent a subpopulation of CAFs with specific features.

### Tumor resident but not bone marrow resident TdT^OSX^+ cells increase tumor growth

To determine whether tumor resident TdT^OSX^+ cells can affect tumor growth as do CAFs, TdT^OSX^+ cells were sorted from primary B16-F10 tumors inoculated in 8 week old doxy-fed Osx-cre;TdT mice and re-injected along with B16-F10 tumor cells at 5:1 ratio into age-matched WT recipient animals (Figure 3A). Remarkably, co-injecting TdT^OSX^+ with tumor cells resulted in larger tumors (Figure 3B) compared to injection of B16-F10 cells alone.

**Figure 3.**
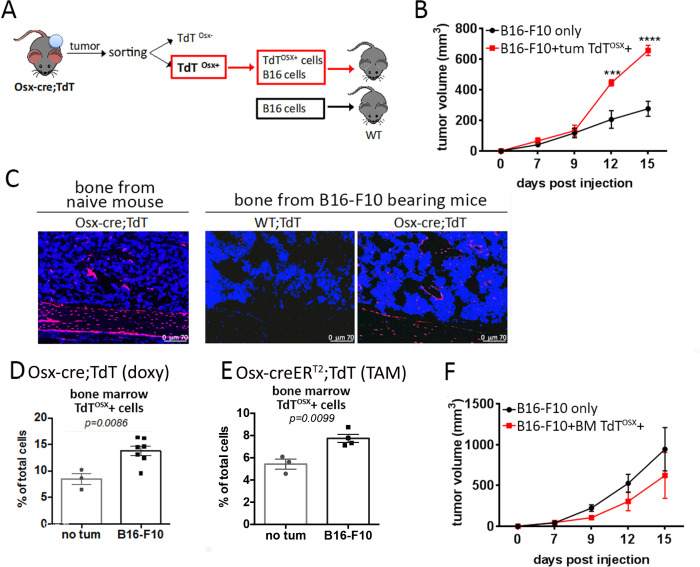
Tumor resident but not bone marrow resident TdT^OSX^+ cells increase tumor growth. (**A**) Model showing isolation of TdT^OSX^+ cells from B16-F10 primary tumors injected into doxy-fed Osx-cre;TdT mice and re-inoculation of TdT^OSX^+ cells together with B16-F10 tumor cells into WT recipient mice at the ratio 5:1. Mice injected with B16-F10 alone were used as controls. (**B**) Tumor growth of experimental model described in (**A**) determined by caliper measurement. n = 3/group, experiment repeated twice. Significance was determined by one-way ANOVA with Tukey post-hoc test. (**C**) Fluorescence images of bone sections showing presence of TdT^OSX^+ within the bone and bone marrow of naïve Osx-cre;TdT, Osx-cre;TdT mice inoculated subcutaneously with B16-F10 tumors or WT;TdT mice used as negative control. Sections were counterstained with DAPI (blue), magnification 200X. (**D–E**) Quantification of TdT^OSX^+ cells in the bone marrow of tumor-free and B16-F10 tumor bearing (**D**) Osx-cre;TdT mice (doxy-fed) and (**E**) Osx-creER^T2^;TdT (TAM-treated) determined by FACS. Experiment repeated twice. Significance was determined by student t-test statistical analysis. (**F**) Tumor growth of WT mice inoculated with bone marrow-derived TdT^OSX^+ cells from B16-F10 bearing doxy-fed Osx-cre;TdT mice together with B16-F10 tumor cells (ratio 5:1). Mice injected with B16-F10 alone were used as controls. n = 3/group. Significance was determined by two-way ANOVA followed by Tukey post-hoc test. ***p<0.001, ****p<0.0001.

**Figure 3—figure supplement 1.**
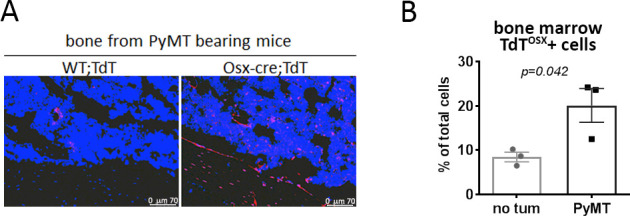
TdT^OSX^+ cells increase in the bone marrow of PyMT tumor bearing mice. (**A**) Fluorescence images of WT;TdT and Osx-cre;TdT mice inoculated with PyMT tumors in the MFP. Slides for fluorescence images were counterstained with DAPI (blue), magnification 200X. (**B**) Quantification of TdT^OSX^+ cells in the bone marrow of tumor-free and PyMT bearing mice. Experiment repeated twice. p value represents Student t-test statistical analysis. Figure 3—figure supplement 1—source data 1.Relates to FACS analysis.

**Figure 3—figure supplement 2.**
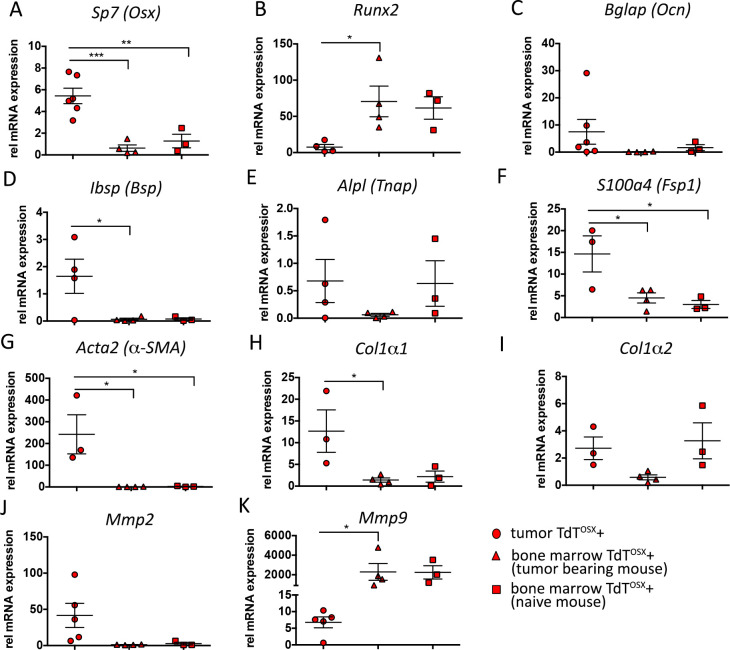
Differential expression of mesenchymal markers in TdT^OSX^+ cells isolated from tumor site or bone marrow. (**A–K**) Quantitative Real-Time PCR for (**A**) *Sp7 (Osterix)*, (**B**) *Runx2*, (**C**) *Bglap (Osteocalcin)*, (**D**) *Ibsp (Bone sialoprotein)*, (**E**) *Alpl (Tnap, Tissue non-specific alkaline phosphatase)*, (**F**) *S100a4 (Fsp1),* (**G**) *Acta2 (α-SMA),* (**H**) *Collagen 1a1*, (**I**) *Collagen 1a2,* (**J**) *Mmp2 (Metalloproteinase2)* and (**K**) *Mmp9 (Metalloproteinase9)* genes in TdT^OSX^+ isolated from the B16-F10 melanoma primary tumors, bone marrow of B16-F10 bearing mice and bone marrow of naïve tumor-free mice. Figure 3—figure supplement 2—source data 1.Relates to Real-Time PCR.

Because TdT^OSX^+ cells normally reside in the bone microenvironment (Fontana et al., 2017; Strecker et al., 2013), we next examined bone sections from 8 week old doxy-fed Osx-cre;TdT reporter mice, naïve or bearing soft tissue B16-F10 or PyMT tumors. We confirmed presence of TdT^OSX^+ cells on the surface of cortical and trabecular bone, TdT^OSX^+ osteocytes, and also abundant staining in the bone marrow. TdT was not detected WT;TdT mice (Figure 3C and Figure 3—figure supplement 1A). We further analyzed the percentage of TdT^OSX^+ cells in the bone marrow by FACS and found that TdT^OSX^+ cells accounted for about 10% of total marrow cells in naïve mice and their number increased in mice injected with B16-F10 or PyMT tumor cells (Figure 3D and Figure 3—figure supplement 2B). Similar findings were observed in the Tamoxifen (TAM) inducible *Sp7-creER^T2^; Rosa26^<fs-TdTomato>^* (Osx-creER^T2^;TdT) mouse model. TAM was administered to 7 week old mice via IP injections starting 3 days prior to B16-F10 tumor inoculation, and 1, 6, and 9 days post tumor cell injection (Figure 4—figure supplement 1A). No tumor bearing mice were used as control. Similar to the Tet-OFF Osx-cre model, we found that bone marrow TdT^OSX^+ cells significantly increased in presence of a tumor (Figure 3E).

To test their capacity to promote tumor growth, bone marrow-derived TdT^OSX^+ cells were isolated from tumor bearing mice and re-injected with B16-F10 tumor cells into WT mice (5:1 ratio). In contrast to what observed with tumor-derived TdT^OSX^+ cells, bone marrow-derived TdT^OSX^+ cells did not enhance tumor growth compared to mice injected with tumor cells alone; if anything, there was a trend towards a smaller tumor size (Figure 3F). This result further prompted us to isolate bone marrow-derived TdT^OSX^+ cells and analyze the expression levels of the same mesenchymal genes analyzed in the tumor-derived TdT^OSX^+ cells (Figure 2). Interestingly, TdT^OSX^+ cells from the TME expressed higher levels of *Sp7*, CAF markers *S100a4* and *Acta2*, and matrix proteins *Col1a1* and *Ibsp* compared to TdT^OSX^+ from the bone marrow (Figure 3—figure supplement 2). Bone marrow TdT^OSX^+ cells instead expressed significantly higher levels of the early osteoblast transcription factor *Runx2* and of the protease *Mmp9*, while no differences in other osteoblast markers such as *Bglap* and *Alpl* were detected between the tumor and bone marrow sorted TdT^OSX^+ cells (Figure 3—figure supplement 2).

These results suggest that Osx+ cells infiltrating a tumor are functionally and phenotypically distinct from bone marrow resident Osx+ cells.

### The majority of TdT^OSX^+ cells express CD45

To gain insights on the possible origin of tumor-derived TdT^OSX^+ cells, we performed FACS analysis of circulating cells in naïve mice and two weeks post B16-F10 or PyMT tumor inoculation. Interestingly, we found 5–8% of TdT^OSX^+ cells in the blood of tumor-free doxy-fed Osx-cre;TdT mice, and this percentage was 3- to 4-fold higher in tumor-bearing animals (Figure 4A and B). The unexpected high number of circulating TdT^OSX^+ cells prompted us to determine whether they may express the immune marker CD45, which is also present in fibrocytes. Surprisingly, 95% of TdT^OSX^+ cells in circulation of tumor bearing mice were also positive for CD45, and they represented about 13–18% of total blood cells (Figure 4C and D). Similarly, about 92–95% of total TdT^OSX^+ cells in the bone marrow were CD45+ (Figure 4E and F), representing 12–20% of total marrow cells. Such finding explained the low expression levels of mesenchymal markers in the bone marrow-derived TdT^OSX^+ cells (Figure 3—figure supplement 2). Intriguingly, also the majority of TdT^OSX^+ cells in the TME expressed CD45 (Figure 4G and H), data further confirmed by RT-PCR in TdT^OSX^+ fraction sorted from B16-F10 tumors (not shown).

**Figure 4.**
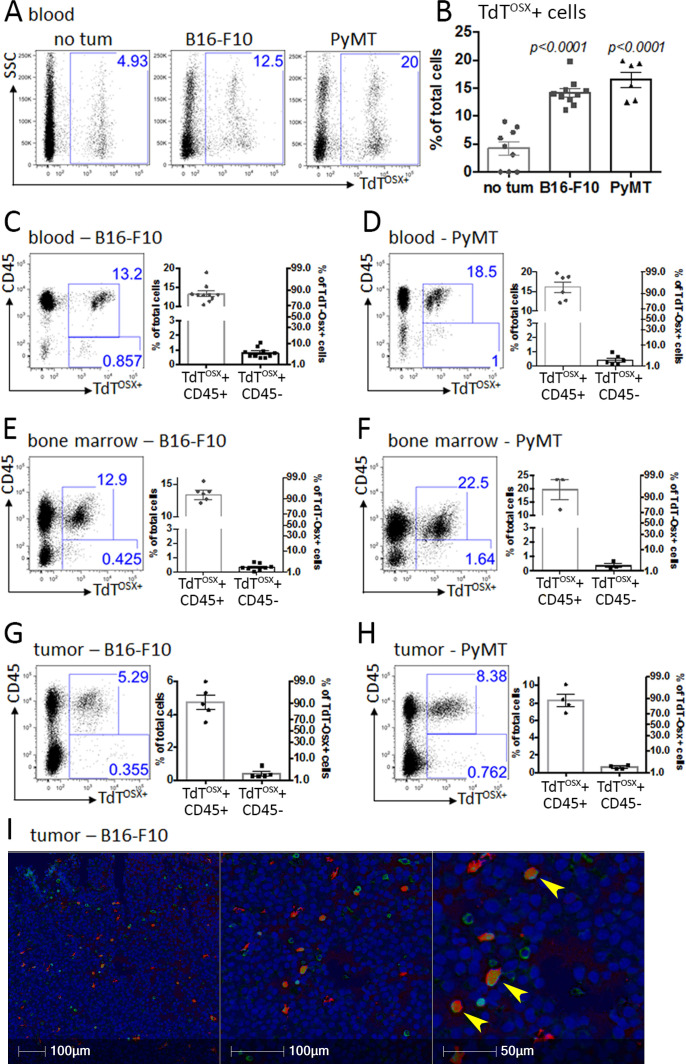
TdT^OSX^+ cells express the immune surface marker CD45. (**A–B**) Representative FACS dot plots and quantification of TdT^OSX^+ cells in the peripheral blood of tumor-free and B16-F10 or PyMT tumor bearing mice. Significance was determined by student t-test statistical analysis for each tumor model relative to no tumor controls. (**C–D**) Representative FACS dot plots and quantification of TdT^OSX^+;CD45+ and TdT^OSX^+;CD45- populations in the blood of doxy-fed Osx-cre;TdT mice injected with B16-F10 or PyMT cells. (**E–H**) Representative FACS dot plots and quantification of TdT^OSX^+;CD45+ and TdT^OSX^+;CD45- populations in the bone marrow (**E–F**) or tumor site (**G–H**) of doxy-fed Osx-cre;TdT mice injected with B16-F10 or PyMT cells, respectively. Experiments were repeated at least twice. (**I**) Immunohistochemistry staining of paraffin-embedded B16-F10 tumors inoculated into Osx-cre;TdT reporter mice, pseudo colored with red representing TdT^OSX^+ cells (RFP stained), green representing CD45+ cells (DAB stained) and blue representing nuclei (hematoxylin), magnification 200X. Figure 4—source data 1.Relates to FACS analysis in panels B, C, D, E, F, G, H.

**Figure 4—figure supplement 1.**
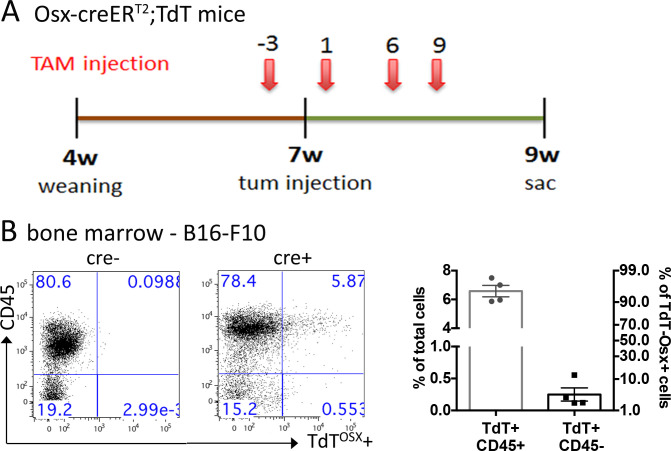
Presence of TdT^OSX^+ cells in bone marrow (BM) of TAM-pulsed Osx-creER^T2^;TdT reporter mice. (**A**) Schematic representation of TAM administration and tumor injection in Osx-creER^T2^;TdT mice. (**B**) Representative image of flow cytometry dot plots and quantification of TdT^OSX^+;CD45+ and TdT^OSX^+;CD45- populations in the bone marrow of B16-F10 bearing mice. A cre negative mouse was used as control to set gates. Experiment was repeated three times. Figure 4—figure supplement 1—source data 1.Relates to FACS analysis.

**Figure 4—figure supplement 2.**
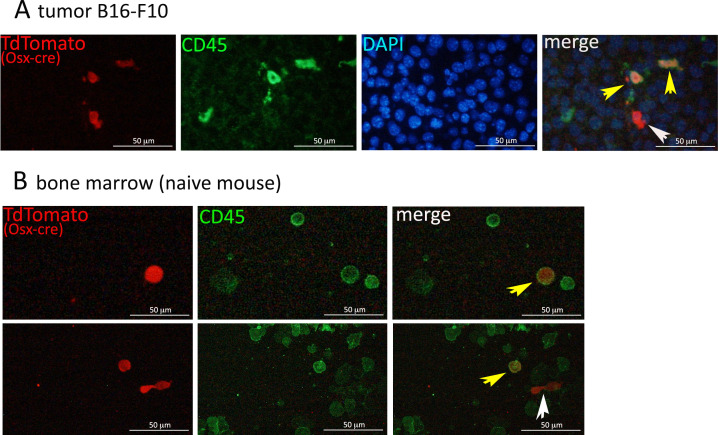
Co-expression of Osx-driven TdTomato and the immune marker CD45. (**A**) Immunofluorescence on paraffin-embedded B16-F10 tumors isolated from Osx-cre;TdT reporter mice. Staining was done using anti-RFP (red) to detect TdTomato and anti-CD45 (green) to stain immune populations. Slides were counterstained with DAPI (blue), magnification 200X. (**B**) Staining for CD45 on a single cell suspension from bone marrow of Osx-cre;TdT reporter mice, magnification 200X. Yellow arrows point to TdT^OSX^+ single cells expressing CD45, while the white arrow points to a TdT^OSX^+ cell negative for CD45.

To exclude a possible off-target effect of the doxy-dependent Tet-OFF system, we turned to the TAM inducible Osx-creER^T2^;TdT model. FACS analysis confirmed presence of both CD45- and CD45+ TdT^OSX^+ populations in the bone marrow of B16-F10 bearing Osx-creER^T2^;TdT mice, but not in the cre negative mice (Figure 4—figure supplement 1B).

Next, to confirm that expression of CD45 in the TdT^OSX^+ cells was not due a tight interaction between a CD45+ immune cell and TdT^OSX^+ mesenchymal cell, we performed CD45 immunostaining on paraffin-embedded B16-F10 tumor sections and on bone marrow single cell suspension from Osx-cre;TdT reporter mice. We found co-localization of Osx-driven TdTomato and CD45 in the same cell, confirming that CD45 is indeed expressed in subsets of TdT^OSX^+ cells (Figure 4I and Figure 4—figure supplement 2). Thus, Osx not only marks mesenchymal cells, but also cells expressing the hematopoietic marker CD45, suggesting that they could represent bone marrow fibrocytes or an immune cell subset.

### Presence of functionally distinct populations of TdT^OSX^+ cells in the tumor microenvironment

To further characterize the phenotype of the CD45- and CD45+ TdT^OSX^+ populations, we next performed RNAseq analysis. 

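Tumors grew for 2 weeks in Osx-cre;TdT mice before the stromal cells were sorted by TdTomato and CD45 into 4 populations: TdT OSX single positive (TdT OSX+;CD45-), double positive (TdT OSX+;CD45+), CD45 single positive (TdT OSX-;CD45+) and double negative (TdT OSX-;CD45-). The paper gives the tumor as a subcutaneous GFP-labeled PyMT-BO1 line, whereas the labels of the deposited libraries name an orthotopic MMTV-BO1 tumor and the design stated for the whole deposit gives subcutaneous tumors. For each library the authors made cDNA with the SMARTer Ultra Low kit, sequenced it on an Illumina HiSeq, aligned the reads to GRCm38 with STAR and counted the uniquely aligned reads on each gene with featureCounts. The deposited files give these read counts for 41388 genes without normalization. Of the mice labelled as wild type they hold 2 libraries of TdT OSX single positive cells and 3 of each other population, 11 in all. Between 17267392 and 23157130 reads per library were counted on genes in these 11. The median was 21023408 in TdT OSX single positive, 18484723 in double positive, 19064393 in CD45 single positive and 18320615 in double negative cells. At these depths the smallest signal, 3 counts, corresponds to between 0.116 and 0.18 normalized CPM. The reads carry no molecular identifiers, so this floor covers counting error only. Library sizes were normalized with edgeR's TMM factors, and rRNA genes and genes without more than 1 CPM in at least 2 libraries were excluded, as in the paper's methods. Following those methods, each population was tested against the mean of the other 3 with limma's voomWithQualityWeights and Benjamini-Hochberg adjustment. The log2 fold changes listed in Table 1 and Table 2 were matched by a fit of 10 of the 11 libraries, from which the 50 genes of each table differed by at most 0.0181 in Table 1 and 0.0212 in Table 2. This fit left out TdT OSX-;CD45+ replicate 2, and none of the 11 other sets of libraries compared with the tables matched them. The paper's text names no library that was left out and gives no reason for it. Gene tests below are given first for the 10 libraries with the voom test, then for all 11 with edgeR's quasi-likelihood test. The set of 10 libraries was identified after the values were seen.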

We subcutaneously injected the GFP-labeled PyMT-BO1-tumor line in Osx-cre;TdT reporter mice. Two weeks post tumor inoculation, the stromal cells were separated from the GFP+ tumor cells and sorted based on the expression, or lack of thereof, of TdT and CD45 markers. We sorted 4 groups of cells: double negative (TdT^OSX^-;CD45-), representing the non-immune tumor stroma, CD45 single positive (TdT^OSX^-;CD45+), representing the tumor infiltrating immune populations, TdT^OSX^ single positive (TdT^OSX^+;CD45-), and double positive (TdT^OSX^+;CD45+).

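Principal components were computed for the 10 libraries from log2 CPM with a prior count of 2, each of the 14292 genes being centred. The first component carried 77.3% of the variance, the second 7.98% and the third 3.90%. On the first component the 5 CD45+ libraries lay between 117 and 128 and the 5 CD45- libraries between -189.8 and -11.6. The gap between CD45+ and CD45- libraries was 40.4% of this axis. Double positive libraries (117 to 126) overlapped with the CD45 single positive libraries (118 to 128). The TdT OSX single positive libraries (-189.8 and -128) likewise overlapped with the double negative libraries (-169, -114 and -11.6). Over all 11 libraries and 14533 genes, the shares were 70.8%, 9.40% and 7.03%, and the gap was 33.7% of the axis. Double negative replicate 3 was the CD45- library nearest to the CD45+ libraries, at -19.3 on the first component, where the other CD45- libraries lay between -199 and -123. The library outside the 10, TdT OSX-;CD45+ replicate 2, lay at 134 on the second component, where the other 10 lay between -46.2 and 12.4. Of the settings tried, scaled components with the libraries as variables moved the third share most, to 1.5%, with 82.6% on the first component. In that form the first component is the level shared by all libraries. The CD45+ and CD45- libraries were then compared on the second, which carried 12.2%.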

Principal components analysis of RNA-seq expression patterns across all four groups revealed clustering that was uniquely dependent on CD45 expression and suggested that there were only two very distinct cell populations regardless of TdT^OSX^ (Figure 5A). Inspection of each cell population in a one versus all other approach for only statistically significant up-regulated genes (FDR >= 0.05, log2 fold-change >= 2) to identify robustly expressed biomarkers, showed that all four groups shared many genes in common based on CD45 expression alone. 

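Contrasting the mean of the CD45+ populations with that of the CD45- populations in the 10 libraries, 1148 genes were higher and 2324 lower in CD45+ cells (voom test, adjusted p of at most 0.05 and at least 2 in log2 fold change). The contrast of the TdT OSX+ with the TdT OSX- populations, under the same test and thresholds, gave 0 genes. Of the 14292 genes tested for it, 1058 had an unadjusted p under 0.05, and the smallest adjusted p was 0.154. With all 11 libraries and edgeR's test, 873 genes were higher and 2154 lower in CD45+ cells. The TdT OSX contrast then gave 1 gene, *Duoxa2*, with a log2 fold change of 4.18 (standard error 0.438, adjusted p = 0.0407), which is named here only after its value was seen. *Duoxa2* (ENSMUSG00000027225) lies on chromosome 2 of GRCm38 from 122298900 to 122302885. *Ptprc* (ENSMUSG00000026395), which encodes CD45, lies on chromosome 1 from 138063407 to 138175706. Its expression was 656 ± 49.6 CPM (SD, n = 3) in double positive cells. In CD45 single positive cells it was 532 ± 31.2 CPM (SD, n = 2) without the replicate 2 library and 1821 CPM in that library. The TdT OSX single positive libraries had 2.45 and 81.2 CPM of *Ptprc*. The double negative libraries had 4.46, 38.6 and 337 CPM, the last in replicate 3. Over all 11 libraries, the log2 fold change of *Ptprc* between CD45+ and CD45- populations was 3.45 (standard error 1.16, adjusted p = 0.0411 from edgeR's test). With DESeq2, which gave no p-value for this gene because of an outlying count, it was 3.41. Over the alternatives that gave a p-value, the adjusted p ran from 0.00071 to 0.0788. The log2 fold change stayed between 2.97 and 5.49 when each library was left out in turn.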

The CD45 negative populations shared 1248 genes in common with 536 in the TdT^OSX^ single positive and 477 in the double negative cells uniquely up-regulated (Figure 5B). 

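A gene was counted as up in a population when it passed the thresholds against the mean of the other 3, and was assigned to the set of populations in which it was up. In the 10 libraries with the voom test, 1243 genes were up in both CD45- populations and in no other, 545 in TdT OSX single positive cells alone and 470 in double negative cells alone. All 11 libraries with edgeR's test gave 994, 672 and 212 genes. Of these, 939, 412 and 192 genes fell in the same set under both fits. With voom in place of edgeR on the 11 libraries, the number of genes up in double negative cells alone was 471. Leaving out each library in turn, except those that would leave a single TdT OSX single positive library, gave from 581 to 1215 genes up in both CD45- populations. The same 9 fits gave from 385 to 1081 genes in TdT OSX single positive cells alone and from 40 to 342 in double negative cells alone. The double negative libraries differed in their content of CD45+ transcripts. In replicate 3, genes higher in CD45+ cells stood at a median of 55.1% of the way from the other double negative libraries to the CD45+ libraries.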

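Among the CD45+ populations of the 10 libraries, the voom test gave 495 genes up in both, 78 in CD45 single positive cells alone and 323 in double positive cells alone. The counts from all 11 libraries with edgeR's test were 22, 201 and 27 genes. Only 16, 16 and 18 of these genes lay in the same set under both fits. The voom test on all 11 libraries gave 542, 71 and 320 genes, so the counts differed more between the tests than between 10 and 11 libraries under voom. This voom test estimates a weight for each library, so its counts may change little when a library that stands apart is left out. Under edgeR's test the library left out did matter. Without TdT OSX-;CD45+ replicate 2, it gave 13 genes in both CD45+ populations, 11 in CD45 single positive cells alone and 149 in double positive cells alone. Over the 9 fits that each left out a library, the number up in both CD45+ populations ranged from 1 to 394.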

Likewise, the CD45 single and double positive cells shared 495 significantly up-regulated genes with an additional 77 and 316 uniquely expressed, respectively.

**Figure 5.**
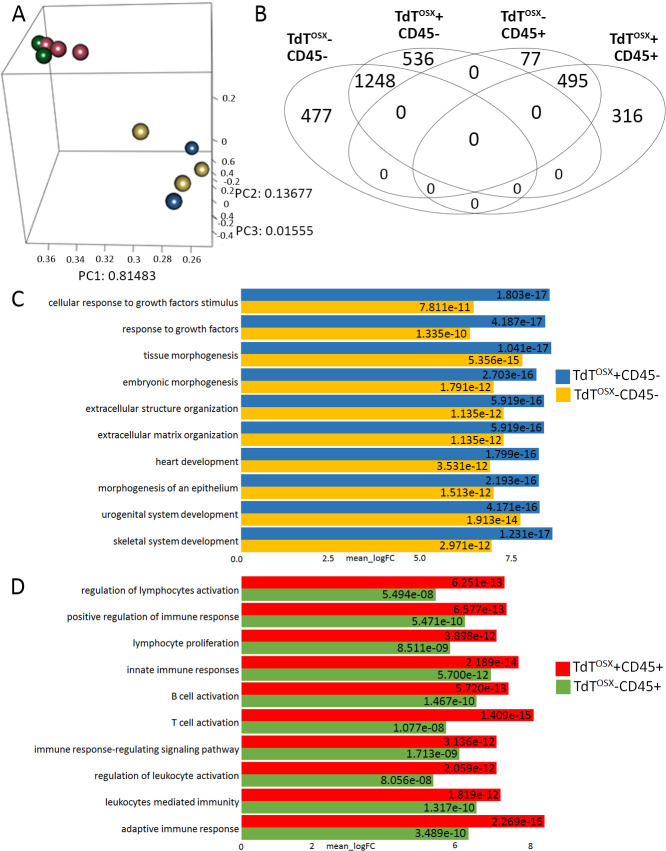
TdT^OSX^+;CD45- and TdT^OSX^+;CD45+ are two functionally distinct populations in the tumor microenvironment. (**A**) Multidimensional Principal Component Analysis of RNAseq data obtained from four tumor stroma subsets sorted according to TdT^OSX^ and CD45 expression. (**B**) Venn diagram depicting uniquely and commonly expressed genes among the four groups. (**C–D**) First ten GO pathways obtained from the GO analysis of the log two fold-changes for (**C**) CD45 negative subsets and (**D**) CD45 positive subsets.

**Figure 5—figure supplement 1.**
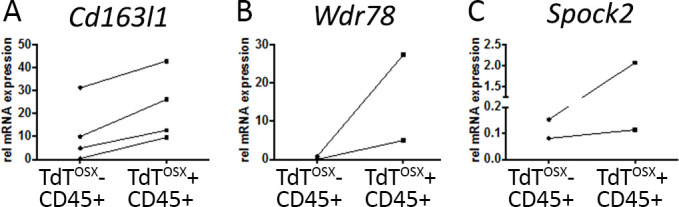
Validation of RNAseq data. Real Time PCR performed on TdT^OSX^+;CD45+ and TdT^OSX^+;CD45- populations sorted from B16-F10 tumors in doxy-fed mice. Each sample is a pool of two tumors. Data show three genes (**A**) *Cd163l1*, (**B**) *Wdr79* and (**C**) *Spock2* to be upregulated in the TdT^OSX^+;CD45+ compared to TdT^OSX^-;CD45+ cells. Figure 5—figure supplement 1—source data 1.Relates to Real-Time PCR data.

Subsequent Gene Ontology (GO) analysis of the log_2_ fold-changes for each cell population revealed that the CD45 negative subsets showed upregulation of GO pathways related to cellular responses to growth factors, extracellular structure and matrix organization and skeletal system development, confirming their mesenchymal nature (Figure 5C). 

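Gene Ontology annotation and the paper's GAGE test were not used here. In their place, 6 Reactome gene sets were tested with limma's camera for each population against the mean of the other 3. The test used the data of edgeR's fit, in the 10 libraries too, and was adjusted over the sets and the 4 populations. The value given is the mean log2 fold change of a set's genes minus that of all other genes, from the same edgeR fit. For extracellular matrix organization, of whose 265 genes 196 were tested, the shift in the 10 libraries was 2.38 in TdT OSX single positive cells (adjusted p = 2.65e-21) and 1.53 in double negative cells (adjusted p = 4.71e-18). For collagen formation (53 of 69 genes), it was 3.62 (adjusted p = 2.88e-22) and 2.45 (adjusted p = 4.23e-22). For signaling by PDGF (138 of 168 genes), the only growth factor set tested, it was 0.89 (adjusted p = 0.000173) and 0.45 (adjusted p = 0.0329). In all 11 libraries the PDGF shift of the double negative cells was 0.35 (adjusted p = 0.0665), and it ranged from 0.19 to 0.52 when each library was left out in turn. The other 5 shifts had adjusted p-values of at most 0.000138 in all 11 libraries. Over all sets and populations of the 11 libraries, 23 shifts passed an adjusted p of 0.05. With population labels permuted within replicate number, 6 of 100 draws, the real one included, gave as many, and the others a median of 15. Passing this threshold is thus common with permuted labels too.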

Among the top upregulated genes in the TdT^OSX^ single positive cells versus the double negative (Table 1) we found several markers expressed by osteolinage cells, such as fibromodulin (*Fmod*), a binding protein regulating bone mineralization (Gori et al., 2001) and also involved in TGF*β* signaling during cancer pathogenesis (Pourhanifeh et al., 2019), Collagen 24a1 (*Col24a1*), known to modulate collagen chain trimerization (Koch et al., 2003; Matsuo et al., 2006), *Frem1*, a protein involved in the formation and organization of basement membranes (Vissers et al., 2011), and *Msx1*, a transcription factor important in craniofacial bone development (Orestes-Cardoso et al., 2002). 

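*Fmod* (ENSMUSG00000041559) lies on chromosome 1 of GRCm38 from 134037254 to 134048277. Its expression was 11.1 ± 1.19 CPM (SD, n = 2) in TdT OSX single positive and 2.05 ± 2.02 CPM (SD, n = 3) in double negative cells. *Col24a1* (ENSMUSG00000028197, chromosome 3 from 145292472 to 145552011) had 15.9 ± 10.5 and 3.82 ± 4.86 CPM (SD) in the same libraries. *Frem1* (ENSMUSG00000059049, chromosome 4 from 82897920 to 83052339) had 15.7 ± 11.5 and 5.25 ± 7.32 CPM (SD). *Msx1* (ENSMUSG00000048450, chromosome 5 from 37820485 to 37824583) had 15.3 ± 11.2 and 4.07 ± 5.00 CPM (SD). *Fmod* was higher in each TdT OSX single positive library than in every double negative library. For the other genes the lower of the TdT OSX single positive libraries (8.52 CPM of *Col24a1*, 7.55 of *Frem1* and 7.36 of *Msx1*) lay under the highest double negative library (9.42, 13.7 and 9.84 CPM), which has the other replicate number. In replicates 1 and 2, each of the 4 genes was higher in the TdT OSX single positive than in the double negative library of the same number.
Compared with the mean of the other 3 populations, the 10 libraries gave log2 fold changes of 6.75 for *Fmod*, 6.78 for *Col24a1*, 5.90 for *Frem1* and 5.65 for *Msx1* with the voom test. Their standard errors were 0.904, 0.763, 0.861 and 0.749, and their adjusted p-values 5e-04, 0.000229, 0.000825 and 0.000476. Against the double negative cells alone, the same test gave 2.99, 3.36, 2.76 and 2.61 for these genes in the same order, with standard errors of 0.916, 0.788, 0.831 and 0.721 and adjusted p-values of 0.225, 0.174, 0.218 and 0.195. All 11 libraries with edgeR's test gave 2.42, 2.05, 1.57 and 1.90 in this comparison, with standard errors of 1.46, 1.08, 1.15 and 0.947 and adjusted p-values of 0.605, 0.57, 0.637 and 0.56. With each of the 5 CD45- libraries left out in turn, these log2 fold changes stayed above 0, the lowest being 1.75, 1.14, 0.51 and 0.84. With the replicate number as a block they were 1.98, 2.52, 1.70 and 1.86, each with an adjusted p above 0.05.

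**Figure D1:**
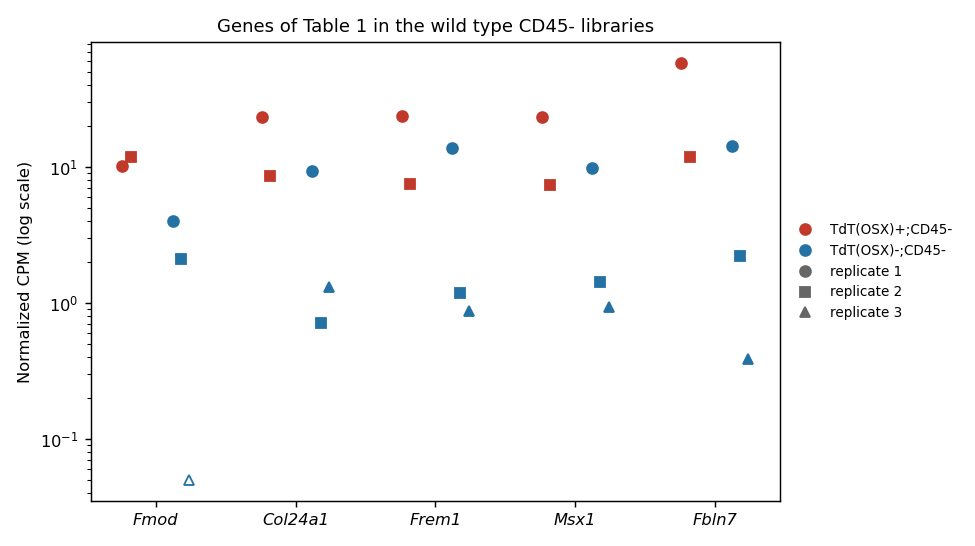
Normalized CPM on a log axis of genes that the paper names for TdT OSX single positive cells. Each of the 5 CD45- wild type libraries is shown, grouped by gene and population. Red marks TdT OSX+ and blue TdT OSX- libraries, circles, squares and triangles mark replicates 1, 2 and 3, and open symbols at the bottom mark libraries with 0 counts. For *Fmod* the TdT OSX single positive libraries sit between 10.2 and 11.9 CPM, above the highest double negative library at 4.05 CPM.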

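*Fbln7* (ENSMUSG00000027386) lies on chromosome 2 of GRCm38 from 128862981 to 128897034. It reached 58.0 and 11.8 CPM in the TdT OSX single positive libraries and between 0.385 and 14.4 CPM in the double negative libraries. Its mean of 34.9 CPM in TdT OSX single positive cells had an SD of 32.7 CPM (n = 2). The CD45+ libraries held at most 2 counts in total per population. Against the mean of the other 3 populations, its log2 fold change in the 10 libraries was 7.18 (standard error 1.03, adjusted p = 0.000732 from the voom test). Against the double negative cells alone it was 3.21 (standard error 0.908, adjusted p = 0.198). In all 11 libraries the comparison with double negative cells gave 2.61 (standard error 1.21, adjusted p = 0.545 from edgeR's test), ranging from 1.04 to 4.74 with each CD45- library left out in turn.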

TdT^OSX^ single positive cells also expressed high levels of fibulin 7 (*Fbln7*), a cell adhesion molecule overexpressed in glioblastoma by pericytes and involved in neovascularization (de Vega et al., 2019; Ikeuchi et al., 2018). Such result confirmed the osteolineage nature of the TdT^OSX^+ cells and indicated their tumor supporting role.

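*Sp7* (ENSMUSG00000060284, chromosome 15 from 102356609 to 102366325), which encodes Osx, had 2 counts over the 11 libraries, both in double negative cells. *Bglap* (ENSMUSG00000074483) had 1 count in all. Neither was detectable at this depth, among uniquely aligned reads, in TdT OSX single positive or double positive cells. *Runx2* (ENSMUSG00000039153, chromosome 17 from 44495987 to 44814797) had 45.5 ± 9.74 CPM (SD, n = 2) in TdT OSX single positive and 23.8 ± 14.5 CPM (SD, n = 3) in double negative cells. Its log2 fold change in the 10 libraries was 1.53 against the mean of the other 3 populations (standard error 0.350, adjusted p = 0.0117) and 1.20 against the double negative cells (standard error 0.404, adjusted p = 0.236), both from the voom test. In all 11 libraries the second comparison gave 0.93 (standard error 0.539, adjusted p = 0.582 from edgeR's test). *Ibsp* had 119 of its 120 counts in TdT OSX single positive cells in replicate 2. Its log2 fold change against double negative cells was -0.72 in the 10 libraries with voom and 1.15 in the 11 with edgeR (adjusted p = 0.844 and 0.772). Against the mean of the other 3 populations it was 2.20 in the 10 libraries (standard error 1.40, adjusted p = 0.306) and 3.72 in the 11 (standard error 1.11, adjusted p = 0.043), under the same tests. *Alpl* had 28 counts in TdT OSX single positive replicate 1 and 0 in replicate 2.
Among fibroblast genes, *Col1a1* had 16439 ± 8383 CPM (SD, n = 2) in TdT OSX single positive and 4621 ± 4724 CPM (SD, n = 3) in double negative cells, against 26.2 ± 6.66 CPM (SD, n = 3) in double positive cells. In comparison with the mean of the other 3 populations, *Acta2*, *Col1a1*, *Col1a2* and *Mmp2* had log2 fold changes of 5.84, 6.84, 6.88 and 5.06 in the 10 libraries (adjusted p of 0.00011, 0.000108, 9.7e-05 and 0.00011 from the voom test). Against the double negative cells alone, these were 1.23, 2.32, 2.22 and 1.72 (adjusted p of 0.325, 0.198, 0.201 and 0.196). *Mmp9* and *S100a4* had 1.94 and -2.34 in that comparison (adjusted p of 0.349 and 0.246). It varied in edgeR's fits with each CD45- library left out in turn. These gave 0.66 to 1.80 for *Acta2*, 1.18 to 3.09 for *Col1a1*, 1.08 to 2.94 for *Col1a2* and 1.02 to 2.29 for *Mmp2*. *Mmp9* ran from 0.35 to 2.61 and *S100a4* from -3.96 to -0.43. Against the mean of the other 3 populations, edgeR on all 11 libraries gave 5.77, 6.61, 6.61 and 5.07 for *Acta2*, *Col1a1*, *Col1a2* and *Mmp2*.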

**Table 1.** Top 50 uniquely up-regulated genes in tumor-derived TdT^OSX^+;CD45- cells. List of the 50 most highly expressed genes in the TdT^OSX^+;CD45- cells compared to the TdT^OSX^-;CD45- cells isolated from the TME.

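All 50 genes of Table 1 were found in the files by symbol. In the 10 libraries each of them was up in TdT OSX single positive cells against the mean of the other 3 populations under the voom test. Their log2 fold changes there ran from 4.73 to 7.66 with a median of 5.25, and are the values that Table 1 lists. Compared with the double negative cells alone, as the legend words it, the same libraries gave a median of 2.64 and a range from 1.69 to 5.16. All 50 genes were higher in TdT OSX single positive cells in that comparison, and 0 passed the thresholds, the smallest adjusted p being 0.164. With all 11 libraries and edgeR's test, the 50 genes were again up against the mean of the other 3 populations, with a median log2 fold change of 5.53. Against the double negative cells alone the median was 2.12 (0.91 to 3.62), all 50 were positive, and the smallest adjusted p was 0.491.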

external_gene_name	description	TdTOSX+CD45- logFC	TdTOSX+CD45- linearFC
Reg1	regenerating islet-derived 1	7.675801	204.477899
Fbln7	fibulin 7	7.184048	145.416614
Adcyap1r1	adenylate cyclase activating polypeptide 1 receptor 1	6.864422	116.51905
Col24a1	collagen, type XXIV, alpha 1	6.788179	110.521192
Moxd1	monooxygenase, DBH-like 1	6.74623	107.35382
Fmod	fibromodulin	6.739645	106.864989
4930562D21Rik	RIKEN cDNA 4930562D21 gene	6.149924	71.008705
Angpt4	angiopoietin 4	6.131627	70.113799
Tmem132c	transmembrane protein 132C	5.933002	61.095844
Frem1	Fras1 related extracellular matrix protein 1	5.906166	59.969876
Cxcl5	chemokine (C-X-C motif) ligand 5	5.88881	59.252728
Ccl19	chemokine (C-C motif) ligand 19	5.748355	53.756054
Rab15	RAB15, member RAS oncogene family	5.696057	51.842269
Prlr	prolactin receptor	5.673651	51.04334
Msx1	msh homeobox 1	5.657661	50.480738
Pabpc4l	poly(A) binding protein, cytoplasmic 4-like	5.657301	50.46814
Reg3g	regenerating islet-derived 3 gamma	5.651841	50.2775
Rflna	refilin A	5.651765	50.274843
Adamts3	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 3	5.52646	46.092506
Lrp3	low density lipoprotein receptor-related protein 3	5.465865	44.196651
Clstn2	calsyntenin 2	5.41628	42.703438
Adam5	a disintegrin and metallopeptidase domain 5	5.36495	41.210775
H2-M11	histocompatibility 2, M region locus 11	5.335531	40.378937
Ptx3	pentraxin related gene	5.320565	39.962237
Rtl3	retrotransposon Gag like 3	5.252916	38.131634
Gm26682	predicted gene, 26682	5.252803	38.128648
Morc1	microrchidia 1	5.251594	38.096689
Hoxc6	homeobox C6	5.176329	36.160165
Mcpt8	mast cell protease 8	5.146576	35.422062
Gabrb3	gamma-aminobutyric acid (GABA) A receptor, subunit beta 3	5.110873	34.556218
Sbspon	somatomedin B and thrombospondin, type 1 domain containing	5.085426	33.952042
Akap6	A kinase (PRKA) anchor protein 6	5.073102	33.663235
Hmcn1	hemicentin 1	5.060346	33.366905
Aqp2	aquaporin 2	5.031264	32.701036
Gria3	glutamate receptor, ionotropic, AMPA3 (alpha 3)	5.011924	32.265589
AI464131	expressed sequence AI464131	5.001414	32.03138
Muc13	mucin 13, epithelial transmembrane	4.997132	31.936452
Syt4	synaptotagmin IV	4.994666	31.881898
Spon1	spondin 1, (f-spondin) extracellular matrix protein	4.916033	30.190712
Caln1	calneuron 1	4.85996	29.039801
Hoxc4	homeobox C4	4.844155	28.723415
Tbx2	T-box 2	4.842042	28.681376
Jph2	junctophilin 2	4.816833	28.18456
Frzb	frizzled-related protein	4.79214	27.706253
Galnt5	polypeptide N-acetylgalactosaminyltransferase 5	4.77782	27.432606
Gm29100	predicted gene 29100	4.77255	27.332593
Tspyl5	testis-specific protein, Y-encoded-like 5	4.771509	27.312867
Spag17	sperm associated antigen 17	4.770653	27.296671
Ldoc1	regulator of NFKB signaling	4.7479	26.86954
4833422C13Rik	RIKEN cDNA 4833422C13 gene	4.730678	26.550693

Conversely, both CD45+ subsets were significantly up-regulated for GO pathways related to regulation of lymphocyte activation and proliferation, and innate immune cell responses (Figure 5D). 

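In the 10 libraries, the shift of the Reactome set for the adaptive immune system was 0.70 in double positive (adjusted p = 0.00137) and 0.54 in CD45 single positive cells (adjusted p = 0.00543), tested with camera. For the innate immune system it was 0.51 (adjusted p = 0.00615) and 0.58 (adjusted p = 0.00251). For T cell receptor (TCR) signaling, of whose 54 genes 52 were tested, it was 1.58 (adjusted p = 4.36e-06) and 0.77 (adjusted p = 0.00768). The order of the CD45+ populations in TCR signaling and in the adaptive immune system changed with the library that the 10 leave out. When all 11 libraries were used, the shift in TCR signaling was 1.20 in double positive (adjusted p = 0.000211) and 1.81 in CD45 single positive cells (adjusted p = 2.96e-06), and that of the adaptive immune system 0.59 (adjusted p = 0.00188) and 0.82 (adjusted p = 0.000885). The difference between the CD45+ populations in these shifts was not tested.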

Interestingly, among the top genes upregulated in the TdT^OSX^+ CD45+ subsets versus the CD45 single positive populations (Table 2), we found many genes expressed by tumor promoting immune cells, such as regulatory T cells (i.e. *Foxp3*) and gamma-delta T cells (i.e. *Tcrg-C1*). 

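*Foxp3* (ENSMUSG00000039521) lies on chromosome X of GRCm38 from 7579676 to 7595243. It had 18.3 ± 14.7 CPM (SD, n = 3) in double positive cells. In CD45 single positive cells it had 1.11 ± 0.0464 CPM (SD, n = 2) without the replicate 2 library, and 24.8 CPM in replicate 2. Over all 3 CD45 single positive libraries this gave 9.01 ± 13.7 CPM (SD). In the 10 libraries its log2 fold change was 5.87 against the mean of the other 3 populations (standard error 1.37, adjusted p = 0.0117) and 3.94 against CD45 single positive cells (standard error 1.36, adjusted p = 1), both from the voom test. With all 11 libraries the second comparison gave 1.02 (standard error 1.62, adjusted p = 1 from edgeR's test).
*Tcrg-C1* (ENSMUSG00000076749, chromosome 13 from 19214103 to 19216618) had 2.09 ± 1.84 CPM (SD, n = 3) in double positive cells. The CD45 single positive libraries had 4, 133 and 0 counts in replicates 1, 2 and 3, the second of these being 7.62 CPM. In the 10 libraries the log2 fold change was 5.70 against the mean of the other 3 populations (standard error 1.11, adjusted p = 0.00631) and 4.66 against CD45 single positive cells (standard error 1.49, adjusted p = 1) with voom. Under edgeR's test on all 11 libraries, the direction of the second comparison reversed, to -0.32 (standard error 1.71, adjusted p = 1), whereas voom on all 11 gave 3.93 (standard error 1.34, adjusted p = 1). Leaving out each of the 6 CD45+ libraries in turn gave from 0.18 to 4.04 for *Foxp3* and from -1.35 to 4.10 for *Tcrg-C1*, the highest of each without replicate 2 of the CD45 single positive cells.

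**Figure D2:**
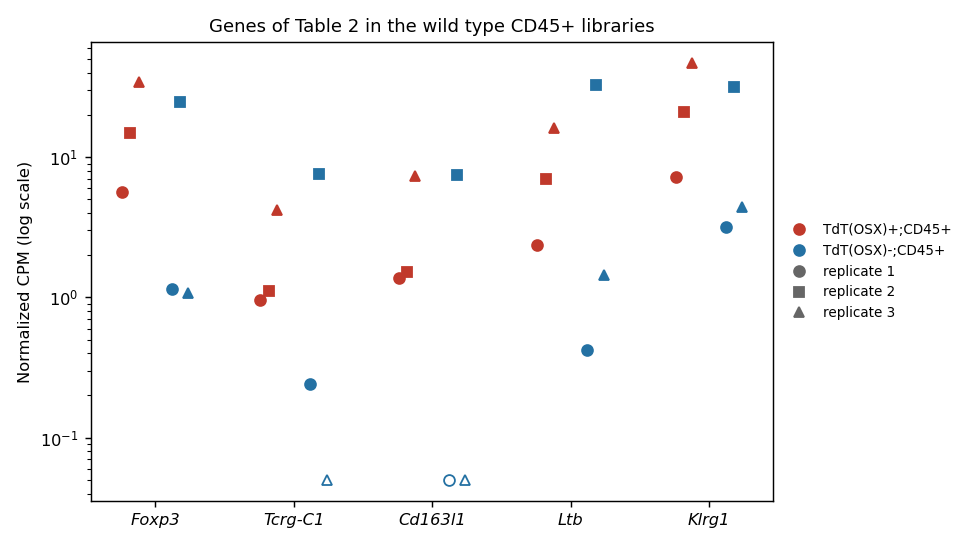
Normalized CPM on a log axis of genes that the paper names for double positive cells. Each of the 6 CD45+ wild type libraries is shown, grouped by gene and population. Red marks TdT OSX+ and blue TdT OSX- libraries, circles, squares and triangles mark replicates 1, 2 and 3, and open symbols at the bottom mark libraries with 0 counts. For *Foxp3* the CD45 single positive libraries sit at 1.14, 24.8 and 1.08 CPM in replicates 1, 2 and 3.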

The most upregulated gene in the TdT^OSX^+;CD45+ subset (>80 fold versus CD45 single positive) was *Cd163l1*, a marker of gamma-delta IL-17 producing cells (Tan et al., 2019) and M2 macrophages (González-Domínguez et al., 2015), two tumor-promoting immune populations. 

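*Cd163l1* (ENSMUSG00000025461) lies on chromosome 7 of GRCm38 from 140218267 to 140231145. The double positive libraries had 23, 26 and 140 counts, or 3.43 ± 3.43 CPM (SD, n = 3). The CD45 single positive libraries had 0, 131 and 0 counts in replicates 1, 2 and 3, the second being 7.51 CPM. Without replicate 2, the expression in double positive cells was therefore at least 19-fold higher than the floor of 3 counts in CD45 single positive cells. The log2 fold change in the 10 libraries was 6.48 against the mean of the other 3 populations (standard error 1.25, adjusted p = 0.00626) and 6.85 against CD45 single positive cells (standard error 1.73, adjusted p = 1), both from the voom test. In all 11 libraries with edgeR's test, the second comparison gave 0.45 (standard error 1.84, adjusted p = 1), and with voom 6.27 (standard error 1.74, adjusted p = 1). It ranged from -0.80 to 9.06 over the 6 fits that each left out a CD45+ library.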

We confirmed *Cd163l1* higher expression by RT-PCR together with other two genes, *Wdr78* and *Spock2*, also upregulated in the double positive cells (Figure 5—figure supplement 1). 

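*Ltb* (ENSMUSG00000024399, chromosome 17 of GRCm38 from 35194439 to 35196320) had 8.46 ± 6.92 CPM (SD, n = 3) in double positive cells. The CD45 single positive libraries had 0.421, 32.8 and 1.45 CPM in replicates 1, 2 and 3. Against the mean of the other 3 populations, its log2 fold change was 6.22 in the 10 libraries (standard error 1.46, adjusted p = 0.0121 from the voom test) and 5.69 in all 11 (standard error 1.37, adjusted p = 0.036 from edgeR's test). Against CD45 single positive cells alone it was 3.26 in the 10 libraries (standard error 1.24, adjusted p = 1) and -0.45 in all 11 (standard error 1.34, adjusted p = 1), under the same tests, and voom on all 11 gave 3.04 (standard error 1.15, adjusted p = 1).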

The second most expressed gene was Lymphotoxin beta (*Ltb*), a cytokine produced by lymphocytes and NK cells and associated with carcinogenesis (Wolf et al., 2010). The third one, *Klrg1*, negatively regulates cytotoxic lymphocytes and is associated with lymphocyte senescence and dysfunction (Henson and Akbar, 2009). Thus, these analyses revealed that two main transcriptional programs predominate based on CD45 expression, and suggest that TdT^OSX^+;CD45- comprise a subset of CAFs with some characteristics of skeletal cells, while TdT^OSX^+;CD45+ cells represent a heterogeneous subset of tumor-promoting immune cells.

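*Klrg1* (ENSMUSG00000030114, chromosome 6 of GRCm38 from 122270596 to 122282882) had 24.9 ± 20.0 CPM (SD, n = 3) in double positive cells. It had 3.80 ± 0.869 CPM (SD, n = 2) in CD45 single positive cells without replicate 2, and 31.3 CPM in replicate 2. Against the mean of the other 3 populations, its log2 fold change was 5.91 in the 10 libraries (standard error 1.6, adjusted p = 0.0198 from the voom test) and 5.15 in all 11 (standard error 0.850, adjusted p = 0.00642 from edgeR's test). Against CD45 single positive cells alone it was 2.62 in the 10 libraries (standard error 0.938, adjusted p = 1) and 0.94 in all 11 (standard error 0.966, adjusted p = 1). The second of these stayed between 0.11 and 2.72 with each CD45+ library left out in turn.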

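Compared directly within the CD45- cells of the 10 libraries, 0 genes were up in TdT OSX single positive against double negative cells, with 2203 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.0688 (voom test). Within the CD45+ cells, 0 genes were up in double positive against CD45 single positive cells, with 387 genes at an unadjusted p under 0.05 and a smallest adjusted p of 1. With all 11 libraries and edgeR's test, the counts were 0 and 0, with 1328 and 232 genes at an unadjusted p under 0.05. With the replicate number as a block they were 1 (*Duoxa2*) and 0, the latter with 135 genes at an unadjusted p under 0.05. DESeq2's test moved these counts most, to 14 genes in the CD45- cells and 1 in the CD45+ cells, the second being *Duoxa2*, which is named here after its value was seen. With edgeR on the 10 libraries, 2 genes were up in the CD45- cells, *Duoxa2* and *Mrps34* (adjusted p = 0.0497 for each), likewise named after their values were seen. On counts simulated with the dispersions of these libraries, edgeR's test recovered 48.5% of the genes changed between the CD45+ populations. Those changes all had the same absolute size, above the fold-change threshold, and went up or down. They were called by adjusted p alone, and no simulated library was made to stand apart. The share recovered is thus not the power of the comparisons above. From its RNAseq analyses the paper concludes that CD45 expression separates the main transcriptional programs. It proposes that TdT OSX single positive cells include CAFs with features of skeletal cells, and that double positive cells are a mixed subset of immune cells that promote tumors.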

**Table 2.** Top 50 uniquely up-regulated genes in tumor-derived TdT^OSX^+;CD45+ cells. List of the 50 most highly expressed genes in the TdT^OSX^+;CD45+ cells compared to the TdT^OSX^-;CD45+ cells isolated from the TME.

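All 50 genes of Table 2 were found in the files by symbol. In the 10 libraries each was up in double positive cells against the mean of the other 3 populations under the voom test. Their log2 fold changes there ran from 4.38 to 6.48, and are the values that Table 2 lists. Compared with the CD45 single positive cells alone, as the legend words it, the 10 libraries gave a median of 3.08 and a range from 0.90 to 6.85. All 50 genes were higher in double positive cells in that comparison, and 0 passed the thresholds, the smallest adjusted p being 1. With all 11 libraries and edgeR's test, 9 of the 50 genes were up against the mean of the other 3 populations, with a median log2 fold change of 3.38. Voom on the same 11 libraries called all 50, and edgeR on the 10 called 41. Against the CD45 single positive cells alone, edgeR on the 11 libraries gave 13 of the 50 higher in double positive cells. The median log2 fold change was -1.14 (-3.53 to 4.81). With voom on the same 11 libraries, the values of this comparison differed from the listed ones by at most 4.02. The smallest listed value is 4.38, so all 50 stayed above 0 under voom. This voom test estimates a weight for each library, so a library that stands apart may change its values little. By the mean of log2 CPM in the same 11 libraries, with 1 added to each CPM, 34 of the 50 were higher. The median difference was 0.31. *Pdcd1* (ENSMUSG00000026285) and *Ctla4* (ENSMUSG00000026011), which mark exhausted or regulatory T cells, had log2 fold changes of 2.86 and 3.08 against CD45 single positive cells in the 10 libraries with voom. In all 11 these were 2.49 and 2.74 with voom and -0.43 and -0.28 with edgeR. In TdT OSX-;CD45+ replicate 2 they had 83.2 and 124 CPM, where the double positive libraries had at most 32.7 and 67.6 CPM.

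**Figure D3:**
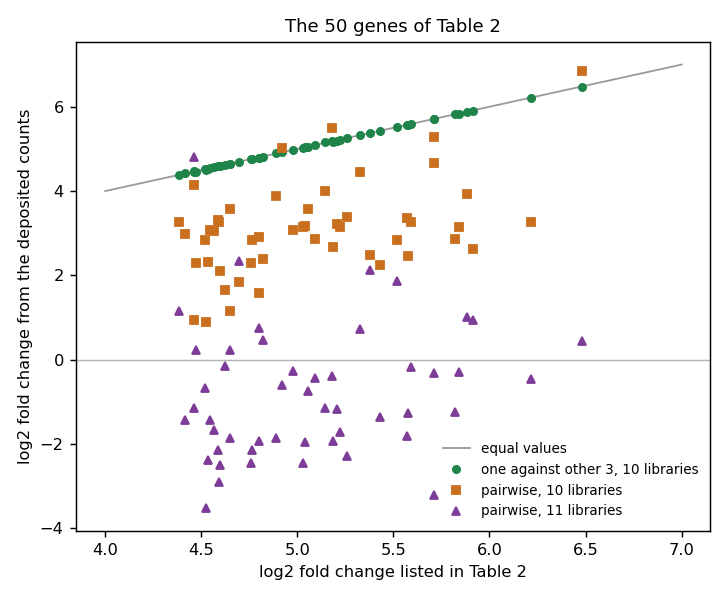
Log2 fold changes of the 50 genes of Table 2, as listed in the paper (horizontal axis) and as computed from the deposited counts (vertical axis), with the line of equal values. Green points compare double positive cells with the mean of the other 3 populations in 10 libraries and lie on the line. Orange and purple points compare double positive with CD45 single positive cells in 10 and in 11 libraries. Of the purple points, from edgeR's test, 13 lie above 0.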

external_gene_ name	description	TdTOSX+CD45+ logFC	TdTOSX+CD45+ linearFC
Cd163l1	CD163 molecule-like 1	6.482112	89.394369
Ltb	lymphotoxin B	6.217037	74.389998
Klrg1	killer cell lectin-like receptor subfamily G, member 1	5.915697	60.367363
Foxp3	forkhead box P3	5.882423	58.991007
Trbv19	T cell receptor beta, variable 19	5.83901	57.242322
Cd5	CD5 antigen	5.822965	56.609196
Gm4759	predicted gene 4759	5.712238	52.426999
Tcrg-C1	T cell receptor gamma, constant 1	5.709921	52.342868
Icos	inducible T cell co-stimulator	5.588856	48.129715
Gm19585	predicted gene, 19585	5.577582	47.755056
Fasl	Fas ligand (TNF superfamily, member 6)	5.571314	47.548033
Rln3	relaxin 3	5.518062	45.824955
Ubash3a	ubiquitin associated and SH3 domain containing, A	5.432308	43.180511
Pcsk1	proprotein convertase subtilisin/kexin type 1	5.376329	41.537117
Ccr8	chemokine (C-C motif) receptor 8	5.32423	40.06386
Gimap3	GTPase, IMAP family member 3	5.257508	38.253185
Slamf1	signaling lymphocytic activation molecule family member 1	5.220641	37.288037
Klrb1f	killer cell lectin-like receptor subfamily B member 1F	5.204067	36.86212
Ikzf3	IKAROS family zinc finger 3	5.185332	36.386518
Trdv4	T cell receptor delta variable	5.179288	36.234394
Trat1	T cell receptor associated transmembrane adaptor 1	5.144648	35.374755
Pdcd1	programmed cell death 1	5.092017	34.107504
Izumo1r	IZUMO1 receptor, JUNO	5.053635	33.212045
Cd3e	CD3 antigen, epsilon polypeptide	5.042174	32.949246
Itk	IL2 inducible T cell kinase	5.027182	32.608632
Ctla4	cytotoxic T-lymphocyte-associated protein 4	4.978043	31.516668
Actn2	actinin alpha 2	4.919967	30.27316
Trbv1	T cell receptor beta, variable 1	4.891164	29.674756
Dkkl1	dickkopf-like 1	4.820628	28.258804
Cd300e	CD300E molecule	4.801355	27.883791
Pglyrp2	peptidoglycan recognition protein 2	4.80032	27.863797
Cd226	CD226 antigen	4.766441	27.21709
Themis	thymocyte selection associated	4.760082	27.097397
Dpep3	dipeptidase 3	4.694473	25.892693
Cd209a	CD209a antigen	4.650261	25.111233
Cd27	CD27 antigen	4.648725	25.084512
Gpr55	G protein-coupled receptor 55	4.621113	24.608975
Ccr6	chemokine (C-C motif) receptor 6	4.596004	24.18439
Gpr174	G protein-coupled receptor 174	4.594683	24.16225
A630023P12Rik	RIKEN cDNA A630023P12 gene	4.586499	24.025577
Cd28	CD28 antigen	4.564255	23.657981
Cd3g	CD3 antigen, gamma polypeptide	4.547609	23.386577
Lta	lymphotoxin A	4.534293	23.171712
Ccr3	chemokine (C-C motif) receptor 3	4.526527	23.047318
Gzmb	granzyme B	4.518658	22.921957
Lrrc66	leucine rich repeat containing 66	4.47147	22.184347
Xirp2	xin actin-binding repeat containing 2	4.462937	22.053513
St8sia1	ST8 alpha-N-acetyl-neuraminide alpha-2,8-sialyltransferase 1	4.460924	22.022769
Sit1	suppression inducing transmembrane adaptor 1	4.417363	21.367754
Tnfrsf4	tumor necrosis factor receptor superfamily, member 4	4.381868	20.84844

### Double positive TdT^OSX^+;CD45+ cells are a heterogeneous immune population enriched in lymphoid cells

Next we performed flow cytometry analysis to better characterize the TdT^OSX^+;CD45+ population and validate some of the RNAseq findings using the B16-F10 melanoma model. We confirmed that the double positive TdT^OSX^+;CD45+ represented about 20% of the total CD45+ cells in both the primary tumor and the bone marrow of doxy-fed Osx-cre;TdT mice (Figure 6A and B). Next, we analyzed the percentage of TdT^OSX^+ expressing the common myeloid and lymphoid markers (gate strategy in Figure 6—figure supplement 1), such as CD11b (monocytes), F4/80 (macrophages), Gr1 (granulocytes/neutrophils), CD3 (T cells, further divided into CD4+ and CD8+), and NK1.1 (Natural Killer cells). To standardize the comparison between the TdT^OSX^+;CD45+ and TdT^OSX^-;CD45+ (single positive) populations within each sample, data were represented as percentage of either total TdT^OSX^+;CD45+ or total CD45 single positive cells (Figure 6C and D). TdT^OSX^+;CD45+ subset expressed both myeloid and lymphoid markers, with a similar pattern as the CD45 single positive cells. In both subsets, the majority of the tumor immune infiltrate included myeloid populations, which represented about 60% of the TdT^OSX^+;CD45+ and over 70% of the total CD45 single positive cells. Lymphoid cells appeared to be more abundant among the TdT^OSX^+;CD45+ (32.3 ± 6.5%), compared to the TdT^OSX^-;CD45+ cells (23.3 ± 4.3%). Based on this observation, we calculated the ratio of lymphoid over myeloid populations and observed that the tumor-infiltrating TdT^OSX^+;CD45+ double positive population was enriched in lymphoid cells (Figure 6E). Flow cytometric analysis of the bone marrow from tumor bearing Osx-cre;TdT mice revealed similar pattern of distribution between the TdT^OSX^+;CD45+ and the CD45 single positive immune populations (Figure 6F and G), although the frequencies of each immune subset in the bone marrow differed compared to the cells at tumor site. These data suggest that Osx marks multiple immune cell types but that TdT^OSX^+-derived immune cells infiltrating a tumor are skewed towards lymphoid populations.

**Figure 6.**
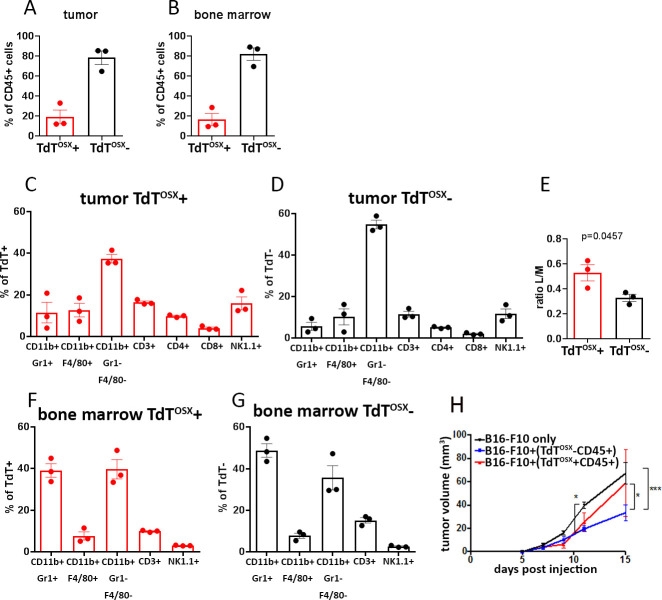
Subsets of myeloid and lymphoid cells in the tumor microenvironment and the bone marrow are derived from TdT^OSX^+ cells. (**A–B**) Quantification of FACS analysis showing the percentage of TdT^OSX^+;CD45+ and TdT^OSX^-;CD45+ populations in the tumor and bone marrow of Osx-cre;TdT mice injected subcutaneously with B16-F10 tumor cells. Data showed as % of total CD45+ cells. (**C–D**) Quantification of FACS analysis showing the percentage of tumor infiltrating myeloid and lymphoid populations within the TdT^OSX^+;CD45+ or TdT^OSX^-;CD45+ subsets, each considered as 100%. (**E**) Lymphoid over myeloid ratio within the tumor infiltrating TdT^OSX^+;CD45+ or the TdT^OSX^-;CD45+ subsets. Statistical analysis was performed by student t-test. (**F–G**) Quantification of FACS analysis showing the percentage of the bone marrow resident myeloid and lymphoid populations within the TdT^OSX^+;CD45+ or TdT^OSX^-;CD45+ subsets, each considered as 100%. n = 3/group. (**H**) Tumor growth in mice injected with B16-F10 tumor cells alone or together with tumor-derived TdT^OSX^+;CD45+ or TdT^OSX^-;CD45+ cells at the ratio 1:5. n = 3–6/group. Figure 6—source data 1.Relates to FACS analysis.

**Figure 6—figure supplement 1.**
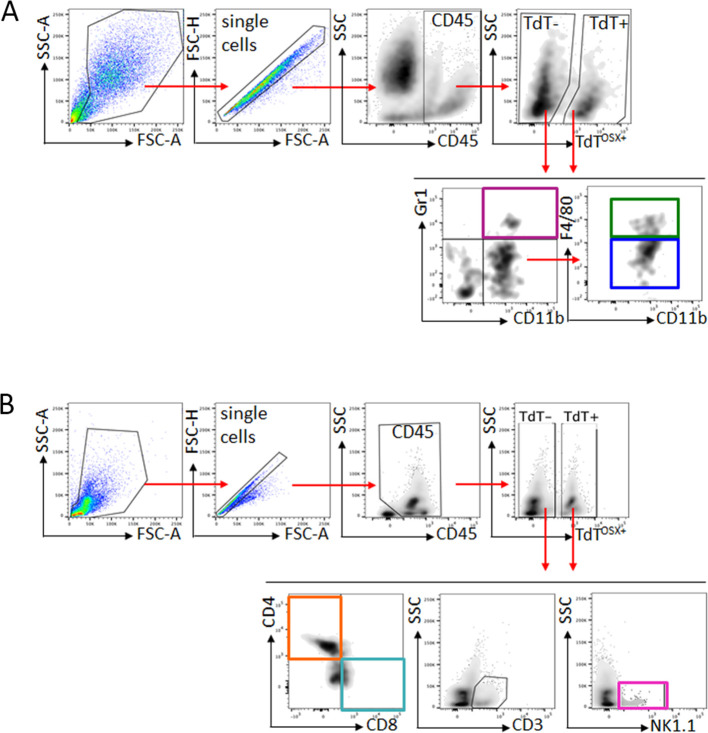
Gate strategy for immune staining of tumor and bone marrow. (**A**) Representative gate strategy analysis of total tumor mass stained for CD45, myeloid immune markers CD11b, F4/80 and Gr1. Analysis performed in both TdT^OSX^+ and TdT^OSX^- populations. Identical analysis was performed on BM samples. (**B**) Representative gate strategy analysis of BM stained for lymphoid immune markers CD3, CD8, CD4 and NK1.1. Analysis performed in both TdT^OSX^+ and TdT^OSX^- populations. Identical analysis was performed on tumor samples. Fluorescence minus one (FMO) controls were used to set the gates. WT;TdT mice were used to set the gate for TdT+ cells.

Since adoptive transfer of tumor-derived TdT^OSX^+ cells increases tumor growth (Figure 3B), we asked whether TdT^OSX^+;CD45+ immune populations contribute to tumor progression. We isolated by FACS sorting TdT^OSX^+;CD45+ and the TdT^OSX^-;CD45+ from B16-F10 subcutaneous tumors from doxy-fed Osx-Cre;TdT mice. Sorted cells were then re-injected along with B16-F10 tumor cells (ratio 5:1) into new WT recipient mice. The co-injection of CD45 single positive cells decreased tumor growth relative to B16-F10 injected alone at day 15, while TdT^OSX^+;CD45+ did not show anti-tumor effects (Figure 6H).

Collectively, these data indicate that *Sp7* marks cells of both mesenchymal and hematopoietic origin to support the development of tumor promoting populations.

### Double positive TdT^OSX^+;CD45+ cells derive from TdT^OSX^+ HSCs

To determine whether *Sp7* may be activated at early stages of hematopoiesis as a potential explanation for the heterogeneity of TdT^OSX^+;CD45+ cells, we performed flow cytometric analysis for hematopoietic stem cell (HSC) markers in the bone marrow of doxy-fed Osx-cre;TdT and TAM-induced Osx-creER^T2^;TdT mice bearing B16-F10 tumors subcutaneously. We analyzed the lineage negative (Lin^-^) LSK and LK populations (Figure 7A) gated based on the expression of Sca1 and c-kit and found 10.9–11.45% TdT^OSX^+ LSK and 7.08–8.94% TdT^OSX^+ LK in Osx-cre;TdT and Osx-creER^T2^;TdT mice, respectively (Figure 7B and D). The LSK population was further divided into HSC and multipotent progenitor MPP(1-4) subsets (Figure 7A and gate strategy in Figure 7—figure supplement 1). Interestingly, TdT^OSX^+ cells represented about 30% of MPP1, and between 7–11% of the MPP2-MPP3 and MPP4 subsets in Osx-cre;TdT mice (Figure 7C). Similar results were also obtained in Osx-creER^T2^;TdT mice (Figure 7E). The slight difference in frequency between the two mouse models could depend on the different timing of Cre activation, but both models succeeded to find TdT^OSX^+ cells in HSCs.

**Figure 7.**
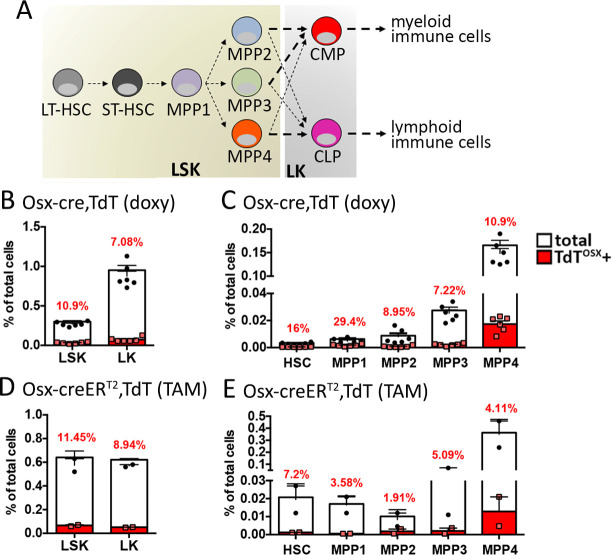
TdT^OSX^+;CD45+ cells derive from TdT^OSX^+ HSCs. (**A**) Schematic of hematopoietic differentiation. (**B–E**) Flow cytometry quantification of TdT^OSX^+ cells in the bone marrow of (**B–C**) doxy-fed Osx-cre;TdT mice and (**D–E**) TAM-treated Osx-creER^T2^;TdT mice injected subcutaneously at 7 weeks of age with B16-F10 tumors. In (**B and D**) LSK and LK subsets are shown, while in (**C and E**) the LSK population is further divided into HSCs and MPP1-4 subsets. Red numbers represent the average of TdT^OSX^+ cells in each specific subset. n = 2–6/group. Figure 7—source data 1.Relates to FACS analysis.

**Figure 7—figure supplement 1.**
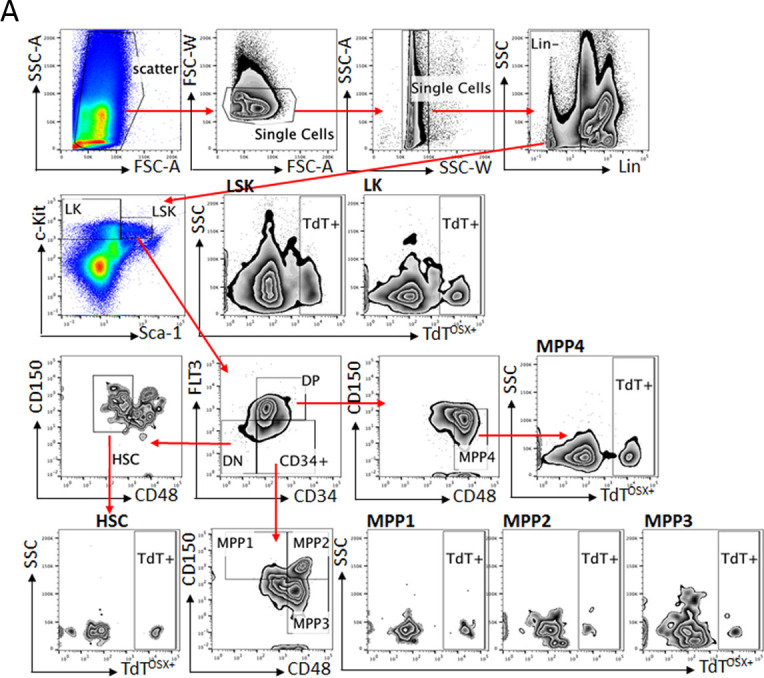
Gate strategy for HSC immunostaining of bone marrow. (**A**) Representative gate strategy analysis of bone marrow stained for HSC subsets. TdT^OSX^+ cells were quantified in each subset. Fluorescence minus one (FMO) controls were used to set the gates. WT;TdT mice were used to set the gate for TdT+ cells.

Importantly, RT-PCR of isolated HSCs from the bone marrow of 7–8 week old wild-type naïve mice showed *Sp7* expression compared to the TdT^OSX^- fraction isolated from the tumor mass, used as negative control (Figure 8A). Similarly, *Sp7* transcripts were found in the MPP1-4 subsets, and in the common lymphoid progenitors CLP, but not in the common myeloid progenitors CMP (Figure 8A). In contrast, RT-PCR analysis of mature immune populations from naïve mice (macrophages, dendritic cells and T cells) failed to detect *Sp7* expression (Figure 8B). Finally, we performed immunostaining for Osx to confirm protein expression on a single cell level. To enrich for Osx+ cells, we FACS sorted TdT^OSX^+ HSCs from the bone marrow of Osx-cre;TdT reporter mice after enrichment for c-kit+ cells. Sorted cells were plated on serum-coated coverslips for two days before immunostaining for Osx and with DAPI for nuclear localization. We confirmed Osx localization in the nuclei of the majority of TdT^OSX^+ HSCs (Figure 8D). As positive control for Osx staining, we used bone marrow stromal cells isolated from WT mice cultured for 4 days in osteogenic medium (Figure 8C). Whole bone marrow was used as additional control confirming that only a small number of cells expressed Osx while the majority was negative (Figure 8E). Thus, for the first time we show that subsets of HSCs express the transcription factor *Sp7*, giving rise to tumor infiltrating immune populations.

**Figure 8.**
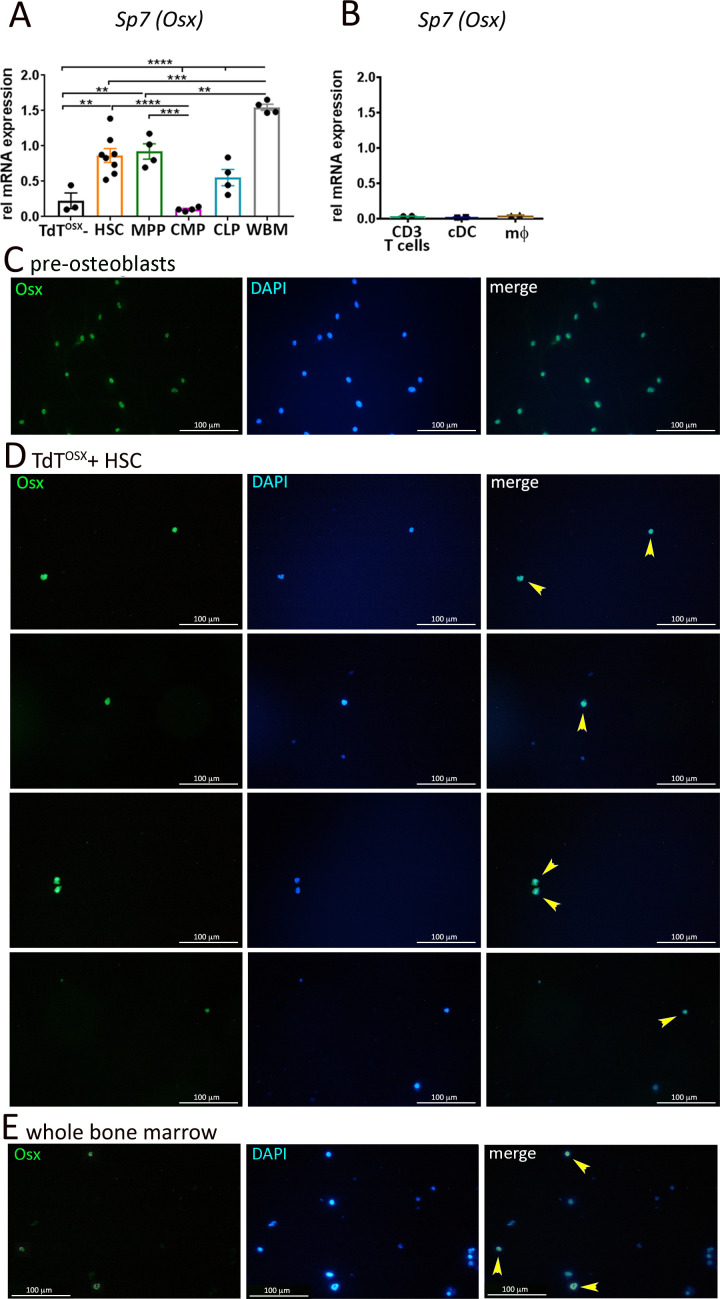
*Sp7* transcripts and Osx protein are expressed in a subset of HSCs isolated from bone marrow of naïve mice. (**A**) Real Time PCR analysis comparing sorted hematopoietic stem cells (HSC), multipotent progenitors (MPP), common myeloid progenitors (CMP), common lymphoid progenitors (CLP) and whole bone marrow (WBM) from 7 to 9 week old mice. FACS sorted TdT^OSX^- cells from the tumor of Osx-cre;TdT mice were used as negative control (n = 3–8/group). Statistical analysis was determined by two-way ANOVA followed by Tukey post-hoc test. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. (**B**) Real Time PCR analysis of isolated mature CD3+ T cells, conventional dendritic cells (cDC) and bone marrow-derived macrophages (mφ) from WT naïve mice. (**C–E**) Immunofluorescence for Osx in (**C**) primary osteoblasts differentiated from BMSC cultured for 4 days in osteogenic media, (**D**) TdT^OSX^+ HSCs sorted from Osx-cre;TdT reporter mice and (**E**) whole bone marrow cells from WT mice. DAPI is used for nuclear staining. Magnification 200X. Figure 8—source data 1.Relates to Real-Time PCR in panels A, B.

## Discussion

Numerous studies have established the importance of the TME for primary tumor growth and metastatic dissemination (Goubran et al., 2014). In skeletal metastases, crosstalk between bone residing cells, osteoblasts and osteoclasts, and tumor cells drives tumor growth (Weilbaecher et al., 2011). Recent studies also suggest that osteoblasts and their secretory products stimulate the expansion of bone marrow-derived myeloid populations, which in turn escape the bone marrow and reach distant sites to support tumor growth by inhibiting anti-tumor immune responses (D'Amico et al., 2016; Engblom et al., 2017). Our study demonstrates that a transcription factor required for osteoblast differentiation, Osterix, marks pro-tumorigenic stromal cells infiltrating extra-skeletal tumors. A possible role of Osx in tumorigenesis is emerging from human studies as well showing that presence of *Sp7* in the tumor is associated with poor patient survival (Yao et al., 2019). Our own analysis of published gene microarray data of breast cancer stroma (Finak et al., 2008), reveals higher *Sp7* expression in tumor stroma relative to healthy tissue from the same subject, corroborating the notion that Osx+ stromal cells regulate tumor growth. Therefore, Osx function may well extend beyond its known role in bone development and homeostasis.

Osterix has been primarily studied in the context of osteoblast differentiation and regulation of bone mass. *Sp7* deficient mice die within 1 hr of birth with a complete absence of intramembranous and endochondral bone formation (Nakashima et al., 2002; Baek et al., 2009). During embryogenesis and perinatally, *Sp7* is expressed in MSCs in the bone marrow, and it is necessary for the full osteogenic program. In adult mice, *Sp7* is mainly confined to committed osteoblasts and osteocytes. There is increasing evidence of *Sp7* expression in cells residing outside the skeleton, including synovial fibroblasts (Miura et al., 2019), dental pulp (Monterubbianesi et al., 2019), olfactory glomerular cells, gastric and intestinal epithelium (Chen et al., 2014), and kidney (Strecker et al., 2013). Here we demonstrate that *Sp7* is also present in a CAF subset, and in hematopoietic precursors, thus challenging the dogma that *Sp7* is exclusively expressed by mesenchymal cells. Our cell tracking studies using the repressible Tet-OFF Osx-cre;TdT reporter and the tamoxifen-inducible Osx-creER^T2^;TdT model demonstrate the presence of TdT^OSX^+;CD45+ cells in the bone marrow of adult mice. At least two other independent studies have also shown abundant and persistent Osx+ cells in the bone marrow when the reporter gene is activated either embryonically or neonatally (Liu et al., 2013; Mizoguchi et al., 2014), and at 3 weeks of age (Strecker et al., 2013), but no signal in the bone marrow when the Osx-cre is activated after 8 weeks of age (Mizoguchi et al., 2014). Notably, most of the studies with Osx-cre reporter mice have excluded the hematopoietic marker CD45 in the analysis of the Osx+ populations, and no report to date has shown *Sp7* expression in the hematopoietic compartment. Importantly, we also report that bone marrow residing TdT^OSX^+ populations expand during tumor progression. Such result is highly unlikely linked to systemic factors released from extra-skeletal tumors enhancing the Tet-transactivator in the Tet-OFF;Osx-cre;TdT mice. In fact, we observed increased TdT^OSX^+ cells (CD45- and CD45+ subsets) also in the bone marrow of tumor bearing Osx-creER^T2^;TdT animals. Our findings are instead consistent with previous observations reporting increased numbers of bone marrow residing MSCs and osteoblast precursors in mice and patients with lung adenocarcinomas (Engblom et al., 2017), and with the reprogramming of hematopoiesis towards increased myelopoiesis during tumor progression (Capietto et al., 2013; Meyer et al., 2018).

Here, we report for the first time that a subset of hematopoietic lineage cells in the bone marrow and at tumor site derives from an Osx+ progenitor, which is present embryonically and persists until 7–8 weeks of age. Importantly, we detected *Sp7* transcripts and Osx nuclear localization in a subset of HSCs. These results support the observation that TdT^OSX^+;CD45+ cells are very heterogeneous and express monocyte, macrophage, granulocyte, T cell and NK cell markers. The heterogeneity of the TdT^OSX^+;CD45+ populations is most likely derived from expression of *Sp7* in HSC and MPP subsets. These precursors can give rise to the lineage committed common lymphoid (CLP) and myeloid (CMP) progenitors that differentiate into all the mature immune cells (Pietras et al., 2015). *Sp7* transcripts are also detected in CLP but not in CMP or mature immune populations, indicating that Osx is activated early during hematopoiesis, with higher expression in cells committed to the lymphoid lineage. Despite expressing both myeloid and lymphoid markers, we noted increased in lymphoid over myeloid ratio in the TdT^OSX^+;CD45+ tumor infiltrating cells relative to the TdT^OSX^-;CD45+ cells. TdT^OSX^+;CD45+ subset is also enriched in genes expressed by immunosuppressive or exhausted lymphocytes. Such result is consistent with the functional tumor co-injection studies showing that TdT^OSX^-;CD45+ cells reduce tumor growth while the TdT^OSX^+;CD45+ subset does not.

Co-injection of tumor cells with cells sorted from the primary tumor has been used to validate the pro-tumorigenic roles of CAFs and certain immune suppressive CD45+ populations. Here, we show that tumor-derived TdT^OSX^+ cells, comprising both CD45 positive and negative subsets, increase tumor growth compared to tumor cells injected alone. By contrast, co-injection of bone marrow-derived TdT^OSX^+ cells with the tumor cells does not exert any pro-tumor effect suggesting that bone marrow-derived TdT^OSX^+ cells are functionally distinct from tumor-derived TdT^OSX^+ cells. Hence, if tumor-derived TdT^OSX^+ cells originate from the bone marrow in response to an incipient tumor, as it would be anticipated by their increase in the circulation of tumor-bearing mice, they must undergo a conditioning process within the TME to acquire a pro-tumorigenic function. Because Osx regulates expression of proteins required for the generation of the bone tissue, it is likely that a main role of Osx+ mesenchymal cells (TdT^OSX^+;CD45-) in the TME is to produce and remodel extracellular matrix. Fibroblasts with an osteoblast signature involved in matrix production have been recently identified by single cell RNA sequencing in rheumatoid arthritis (Croft et al., 2019). ECM accumulation is quite frequent within the TME, causing in more severe cases an intense fibrotic response, or desmoplasia, and tumor stiffening (Gkretsi and Stylianopoulos, 2018). Stiffening is not only required for a primary tumor to displace the host tissue and grow in size, but also contributes to cell–ECM interactions and can promote cancer cell invasion to surrounding tissues (Gkretsi and Stylianopoulos, 2018). As noted earlier, upregulation of *Sp7* in breast cancer cells is associated with increased invasion and bone metastasis, and this may occur by upregulation of ECM modifying metalloproteinases, MMP9 and MMP13, and other factors that increase vascularization, and affect bone cell function (Yao et al., 2019).

Since *Sp7* is not expressed in mature immune populations, it is difficult to envision a role for Osx in modulating anti-tumor immune responses. Co-injection experiments indicate that TdT^OSX^+;CD45+ cells have better pro-tumorigenic function than TdT^OSX^–;CD45+ cells. However, only the co-injection of the bulk TdT^OSX^+ cells increases tumor growth over the B16-F10 tumor cells alone, suggesting that the Osx+ mesenchymal population (TdT^OSX^+;CD45-) is responsible for enhancing tumor growth. This finding is intriguing since the TdT^OSX^+;CD45- mesenchymal cells represent only 5% of the total tumor infiltrating TdT^OSX^+ populations. One could speculate that TdT^OSX^+;CD45- cells represent a subset of highly pro-tumorigenic CAFs, which can support tumor progression even when present in very limited numbers. Another possibility is that the TdT^OSX^+;CD45- mesenchymal cells might be required to create and maintain an immune suppressive environment where the CD45+ populations fail to exert anti-tumor effects.

In conclusion, we demonstrate that *Sp7* is expressed in a subset of tumor infiltrating mesenchymal cells with CAF and osteogenic cell features. Surprisingly, *Sp7* expression is also found in hematopoietic precursors, and marks tumor infiltrating immune populations enriched in immune suppressive markers. Considering the emerging data that *Sp7* expression in the tumor cells is linked to tumor progression, our results emphasize the importance of Osx in the TME and the need to evaluate the prognostic value of stromal *Sp7* expression in the patients.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Mus musculus*)	Sp7(Osx)	NCBI Gene	RRID:MGI:2153568	NCBI ID:170574
Genetic reagent (*Mus musculus*)	Tg(Sp7-tTA,tetO-EGFP/cre)1Amc/J (Osx-cre)	The Jackson Laboratories	Cat#006361 RRID:MGI:3689350	C57Bl/6
Genetic reagent (*Mus musculus*)	B6.Cg-Gt(ROSA)26Sortm9(CAG-tdTomato)Hze/J (TdT)	The Jackson Laboratories	RRID:MGI3813511	C57Bl/6
Genetic reagent (*Mus musculus*)	Sp7-creERT2/Ai9tdTomato (Osx-creERT2;TdT)	PMID:31768488	Cat#007909 RRID:MGI:4829803	Prof. Silva MJ (Washington University in St Louis) C57Bl/6
Cell line (*Mus musculus*, C57Bl/6)	B16-F10 melanoma cell line	ATCC	RRID:CRL-6475-LUC2	C57Bl/6
Cell line (*Mus musculus*)	PyMT breast cancer cell line	PMID:27216180		Prof. Weilbaecher KN (Washington University in St Louis) C57Bl/6
Cell line (*Mus musculus*)	Immortalized Cancer Associated Fibroblast cell line	PMID:27264173		Prof Longmore GD (Washington University in St Louis)
Antibody	Rat anti-mouse CD45-APCeFluor780(clone 30-F11)	eBioscience	Cat #47-0451-82 RRID:AB_1548781	FACS (1:400)
Antibody	Rat anti-mouse CD45-PE Cy7 (clone 30-F11)	eBioscience	Cat #25-0451-82 RRID:AB_2734986	FACS (1:400)
Antibody	Rat anti-mouse CD11b-AlexaFluor700 (clone M1/70)	eBioscience	Cat#56-0112-82 RRID:AB_657585	FACS (1:400)
Antibody	Rat anti-mouse Gr1(Ly6G)-FITC (clone RB6-8C5)	Miltenyi Biotec	Cat#130-102-837 RRID:AB_2659858	FACS (1:100)
Antibody	Rat anti-mouse F4/80 PerCP Cy5.5 (clone BM8)	Biolegend	Cat#123126 RRID:AB_10802654	FACS (1:400)
Antibody	Hamster anti-mouse CD3e-PE (clone 145–2 C11)	eBioscience	Cat#A14714 RRID:AB_2534230	FACS (1:200)
Antibody	Rat anti-mouse CD4-APC (clone RM4-5)	BD Biosciences	Cat#553051 RRID:AB_398528	FACS (1:200)
Antibody	Rat anti-mouse CD8a-FITC (clone 53–6.7)	BD Biosciences	Cat#561966 RRID:AB_10896291	FACS (1:200)
Antibody	Mouse anti-mouse NK1.1 (clone PK136)	Biolegend	Cat#108722 RRID:AB_2132712	FACS (1:200)
Antibody	Rat anti-mouse CD45R (B220)-Biotin (clone RA3-6B2)	eBioscience	Cat#13-0452-82 RRID:AB_466449	FACS (0.4 ul/sample)
Antibody	Hamster anti-mouse CD3e-Biotin (clone 145–2 C11)	eBioscience	Cat#13-0031-82 RRID:AB_466319	FACS (0.4 ul/sample)
Antibody	Rat anti-mouse Ter119 (clone TER119)	eBioscience	Cat# 13-5921-82 RRID:AB_466797	FACS (0.4 ul/sample)
Antibody	Rat anti-mouse Ly-6G/Ly-6C Biotin (clone RB6-8C5),	eBioscience	Cat#13-5931-82 RRID:AB_466800	FACS (0.2 ul/sample)
Antibody	Rat anti-mouse CD41Biotin (clone MWReg30)	eBioscience	Cat#13-0411-82 RRID:AB_763484	FACS (1 ul/sample)
Antibody	Streptavidin-BV510	BD Biosciences	Cat#563261	FACS (0.5 ul/sample)
Antibody	Rat anti-mouse Sca-1 BV711 (clone D7)	BD Biosciences	Cat#563992 RRID:AB_2738529	FACS (0.25 ul/sample)
Antibody	Rat anti-mouse c-kit(CD117)-APCeFluor780 (clone ACK2)	eBioscience	Cat#47-1172-82 RRID:AB_1582226	FACS (1 ul/sample)
Antibody	Rat anti-mouse CD16/32-BUV395 (clone 2.4G2)	BD Biosciences	Cat#740217 RRID:AB_2739965	FACS (0.5 ul/sample)
Antibody	Rat anti-mouse CD34-FITC (clone RAM34)	eBioscience	Cat#11-0341-82 RRID:AB_465021	FACS (4 ul/sample)
Antibody	Rat anti-mouse CD150(SLAM)-BV421 (clone TC15-12F12.2)	Biolegend	Cat#115943 RRID:AB_2650881	FACS (1 ul/sample)
Antibody	Hamster anti-mouse CD48-PE Cy7 (clone HM48-1)	eBioscience	Cat#25-0481-80 RRID:AB_1724087	FACS (0.15 ul/sample)
Antibody	Rat anti-mouse CD135(Flt3)-APC (clone A2F10)	eBioscience	Cat#17-1351-82 RRID:AB_10717261	FACS (2 ul/sample)
Antibody	Rat anti-mouse CD45 (clone 30-F11)	Invitrogen	Cat#14-0451-82 RRID:AB_467251	IF, IHC (1:200)
Antibody	Rabbit anti-mouse RFP/TdT	Rockland	Cat#600-401-379 RRID:AB_2209751	IF,IHC (1:500)
Antibody	Goat-anti-Rat IgG-Biotin	Thermo Fisher	Cat#31830 RRID:AB_228355	IF, IHC (1:500)
Antibody	Streptavidin-HRP	Bio-Rad	Cat#STAR5B	IF, IHC (1:500)
Antibody	Goat-anti-rabbit Alexa-fluor647	Thermo Fisher	Cat#A21244 RRID:AB_2535812	IF (4 ug/ml)
Antibody	Rabbit anti-mouse Sp7/Osx	Abcam	Cat#ab227820	IF (1:500)
Antibody	Goat anti-rabbit AlexaFluor488	Abcam	Cat#ab150077 RRID:AB_2630356	IF (1:1000)
Sequence-based reagent	Cyclophilin	This paper	PCR primers	5’-AGC ATA CAG GTC CTG GCA TC-3’ and 5’-TTC ACC TTC CCA AAG ACC AC-3’
Sequence-based reagent	Sp7(Osx)	This paper	PCR primers	5’-AAG GGT GGG TAG TCA TTT GCA-3’ and 5’-CCC TTC TCA AGC ACC AAT GG-3’
Sequence-based reagent	S100A4(Fsp-1)	This paper	PCR primers	5’-TGA GCA ACT TGG ACA GCA ACA-3’ and 5’-TTC CGG GGT TCC TTA TCT GGG-3’
Sequence-based reagent	Acta2(α-SMA)	This paper	PCR primers	5’-GTC CCA GAC ATC AGG GAG TAA-3’ and 5’-TCG GAT ACT TCA GCG TCA GGA-3’
Sequence-based reagent	Col1a1	This paper	PCR primers	5’-GGC CTT GGA GGA AAC TTT GC-3’ and 5’-GGG ACC CAT TGG ACC TGA AC-3’
Sequence-based reagent	Bglap(Ocn)	This paper	PCR primers	5’-GGA CTG AGG CTC TGT GAG GT-3’ and 5’-CAG ACA CCA TGA GGA CCA TC-3’
Sequence-based reagent	Runx2	This paper	PCR primers	5’-GTT ATG AAA AAC CAA GTA GCC AGG-3’ and 5’-GTA ATC TGA CTC TGT CCT TGT GGA-3’
Sequence-based reagent	BSP	This paper	PCR primers	5’-AGG ACT AGG GGT CAA ACA C-3’ and 5’-AGT AGC GTG GCC GGT ACT TA-3’
Sequence-based reagent	TNAP	This paper	PCR primers	5’-GGG GAC ATG CAG TAT GAG TT-3’ and 5’-GGC CTG GTA GTT GTT GTG AG-3’
Commercial assay or kit	TSA FITC System	Perkin Elmer	Cat#NEL701A001KT	
Commercial assay or kit	BOND Intense R detection kit	Leica Biosystem	Cat#DS9263	
Commercial assay or kit	BOND Polymer Refine Red detection kit	Leica Biosystem	Cat#DS9390	
Commercial assay or kit	Avidin/Biotin Blocking kit	Vector Labs	Cat#SP2001 RRID:AB_2336231	
Software, algorithm	STAR	STAR	RRID:SCR_015899	Version 2.0.4b
Software, algorithm	Subread	Subread	RRID:SCR_009803	Version 1.4.5
Software, algorithm	R	R	RRID:SCR_001905	Version 3.4.1
Software, algorithm	EdgeR	EdgeR	RRID:SCR_012802	Version 3.20.2
Software, algorithm	LIMMA	LIMMA	RRID:SCR_010943	Version 3.34.4
Software, algorithm	GAGE	GAGE	RRID:SCR_017067	Version 2.28.0
Other	VECTASHIELD Mounting Medium with DAPI	Vector Labs	Cat#H1200 RRID:AB_2336790	one drop
Other	ProLong Gold with DAPI	Invitrogen	Cat#P10144	one drop

### Tumor cell lines, CAF isolation and generation of primary cell cultures

B16-F10 (C57BL/6 mouse melanoma cell line, ATCC # CRL-6475-LUC2), PyMT and PyMT-BO1-GFP (Su et al., 2016) (C57BL/6 mouse breast cancer cell lines), kindly provided by Prof. Katherine N Weilbaecher (Washington University in St. Louis), were cultured at 37°C in complete media (DMEM supplemented with 2 mM l-glutamine, 100 μg/ml streptomycin, 100 IU/ml penicillin, and 1 mM sodium pyruvate) containing 10% FBS. Immortalized CAF cell line was kindly provided by Prof. Gregory D Longmore (Washington University in St. Louis). All the cell lines used have been tested for mycoplasma and were mycoplasma free. CAFs were isolated from primary tumors as described in Corsa et al., 2016. Tumors were minced, digested and plated as single cell suspension on a tissue plastic dish for 30 min to separate the adherent fraction, composed of CAFs, from the cells in suspension, comprising of tumor cells, tumor infiltrating immune populations and endothelial cells, among few others. CAFs were then left 24 hr in culture and RNA was extracted afterwards.

Bone marrow stromal cells (BMSCs) were cultured in complete alpha-MEM (without ascorbic acid) containing 10% FBS and differentiated for 4 days in osteogenic medium (complete alpha-MEM supplemented with 50 μg/ml ascorbic acid and 10 μM beta-glycerophosphate) to obtain pre-osteoblasts.

Sorted hematopoietic stem cells (HSCs) were plated overnight on a glass coverslip coated with serum in the presence of StemPRO (Gibco) media and then fixed and used for immunostaining.

### Mouse strains and tumor models

Animals were housed in a pathogen-free animal facility at Washington University (St. Louis, MO, USA). Age and sex-matched animals were used in all experiments according to IACUC guidelines. *B6.Cg-Tg(Sp7-tTA,tetO-EGFP/cre)1Amc/J* (catalog #006361; The Jackson laboratory, ME USA) mice, which carry a tetracycline-responsive Osx promoter driving Cre (Osx-cre) were mated with reporter mice *B6.Cg-Gt(ROSA)26Sor^Tm9(CAG-tdTomato)Hze^/J* (TdT) (catalog #007909; The Jackson Laboratory), to generate Osx-cre;TdT mice. To suppress Cre expression, 200ppm doxycyline (doxy) was added to the chow (Test Diet #1816332–203, Purina, MO USA) and fed to some groups of mice until weaning (P28); pups were switched to standard rodent chow at weaning. *Sp7-creER^T2^/Rosa26^<fs-TdTomato>^* mice were kindly provided by Prof. Matthew D Silva (Washington University in St. Louis). Tamoxifen (#T5648, Millipore Sigma, MO USA) was dissolved in corn oil and injected at 100 mg/kg intra-peritoneally. Wild-Type (WT) C57BL/6 mice were purchased from The Jackson Laboratory.

Subcutaneous (sq) injections were performed using 10^5^ B16-F10 tumor cells suspended in 100 µl of sterile PBS and Matrigel Matrix (Corning #354234), while 10^5^ PyMT were suspended in 50 µl of sterile PBS and Matrigel Matrix and injected into the MFP. Adoptive transfer and co-injection with tumor cells were performed using a 5:1 ratio of TdT^OSX+^:B16-F10 tumor cells. The number of cells injected in each experiment varied depending upon the number of cells obtained from sorting in each experiment (hence, the differences in tumor size among the different experiments), but within (2.5×10^5^:5×10^4^) and (5×10^5^:1×10^5^) cells. B16-F10 cells only were injected as control using the same number of tumor cells co-injected with TdT^OSX^+ cells. Tumors were monitored by caliper measurements and mice were sacrificed between day 14 and 16 post tumor inoculation. Tumor volume was calculated according to the formula: 0.5236*length*(width [Kalluri and Zeisberg, 2006]).

### Flow cytometry and sorting

Single cell suspensions were prepared from fresh bone marrow and tumors upon sacrifice. Bone marrow cells were obtained from femurs and tibias by centrifugation, while tumors were minced and digested with 3.0 mg/ml collagenase A (Roche, Basel Switzerland) and 50 U/ml DNase I (Millipore Sigma) in serum-free media for 45 min at 37°C. Cells were filtered through 70 μm strainers, red blood cells (RBC) were then removed with RBC lysis buffer (Millipore Sigma), washed twice in PBS and stained in FACS buffer (0.5% BSA, 2 mM EDTA, 0.01%NaN_3_) with the following antibodies: CD45 (clone 30-F11, eBioscience), CD11b (clone M1/70, eBioscience), Ly6G (Gr-1) (clone RB6-8C5, eBioscience), F4/80 (BM8, Biolegend), CD3 (145–2 C11, eBioscience), CD4 (RM4-5, BD Biosciences), CD8 (clone 53–6.7, BD Biosciences), NK1.1 (clone PK136, Biolegend). Once stained, cells were sorted for the adoptive transfer, RT-PCR and RNAseq studies or were fixed for flow cytometry (gate strategy in Figure 7—figure supplement 1) in BD Cytofix fixation buffer (BD Biosciences, 554655). Samples were acquired using the BD LSR-Fortessa cytometer and analyzed with FlowJo version 9.3.2.

Hematopoietic stem cell subsets were analyzed from fresh bone marrow isolated from femurs, tibias and hip bones crushed with mortar and pestle in 3 ml of PBS, filtered in a 70μm-nylon strainer to remove bone fragments and lysed of red blood cells (RBC). 10 million cells were stained for each sample using the following antibodies: CD3, Gr1, B220 (clone RA3-6B2, eBioscience), Ter119 (clone TER119, e Bioscience), CD41 (clone eBioMWReg30, eBioscience) for lineage negative gating, Sca-1 (clone D7, BD Biosciences), CD117/c-kit (clone ACK2, eBioscience), CD16/32 (clone 2.4G2, BD Biosciences), CD34 (clone RAM34, eBioscience), CD150/SLAM (clone TC15-12F12.2, Biolegend), CD48 (clone HM48-1, eBioscience), CD135/Flt3 (clone A2F10, eBioscience), gate strategy in Figure 7—figure supplement 1. Once stained, cells were fixed in BD Cytofix fixation buffer, acquired using the Bio-Rad ZE5 (YETI) cytometer and analyzed with FlowJo version 10.4.1.

Isolation of hematopoietic progenitor subsets for Real Time analysis was obtained by FACS sorting using the following markers: HSCs (Lineage- c-Kit+Sca-1+CD48-CD150+), MPPs (Lineage- c-Kit+Sca-1+CD48-CD150-), CLPs (Lineage- c-Kit+Sca-1+IL7rα+Flt3+Ly6D-) and CMPs (Lineage- c-Kit+Sca-1-CD34+CD16/32). For IF, TdTomato was also used to sort Osx+ HSCs.

Isolation of hematopoietic stem cells for Osx immunostaining was performed as following: whole bone marrow was isolated from femurs, tibias and iliac crests and incubated with mouse CD117-conjugated microbeads (Miltenyi Biotec #130-091-224). CD117-enrichment was then carried out using the AutoMACS Pro Seperator (Miltenyi Biotec). Post CD117 enrichment, the positive cell fraction was stained to sort phenotypically defined TdTomato+ HSCs (Lineage- c-Kit+Sca-1+CD48-CD150+) by FACS.

### Histology

Tumors and bones (femur and tibia) were fixed in 4% PFA over-night (ON) at 4°C. The fixed bones were partially decalcified in 14% EDTA for 3 days, washed in a sucrose gradient (1 hr in 10% sucrose, 1 hr in 20% sucrose, ON in 30% sucrose) before snap-freezing them in OCT embedding medium. Tumors were directly put in sucrose gradient and then embedded in OCT. Frozen sections were cut at 5 μm thickness and kept at −20°C until analysis.

Thawed sections were washed in PBS and mounted with VECTASHIELD Mounting Medium containing DAPI (Vector Laboratories, CA USA).

Images were taken using the Leica DMi8 Confocal Microscopy at the Musculoskeletal Research Center (Washington University in St Louis), magnification 200X.

### Immunohistochemical staining

Tissues were fixed in 10% neutral-buffered formalin for 18 hr, embedded in paraffin after graded-ethanol dehydration, and sectioned into 6 μm sections using a microtome. Automated staining was carried out on the BondRxm (Leica Biosystems). Following dewaxing and citrate-buffered antigen retrieval, sections were stained with the primary antibody for 1 hr at RT. Sequential chromogenic detection was performed with the Bond IntenseR (Rat primary) and Bond Polymer Refine Red (Rabbit primary) detection kits (Leica Biosystems). The primary antibodies used were rat anti-CD45 (Invitrogen clone 30-F11, #14-0451-82) followed by rabbit anti-RFP/TdT (Rockland, # 600-401-379). Stained sections were dehydrated in graduated ethanol and xylene washes then mounted with xylene-based Cytoseal (Thermo Fisher).

Stained slides were imaged at 20X magnification with the Zeiss Axioscan slide scanner. For image analysis, Halo v3 (Indica Labs) was used to deconvolve dual stained images into single channels and pseudo colored with blue representing nuclei (hematoxylin), green representing CD45+ cells (DAB stained), and red representing Osx+ cells (RFP stained).

### Immunohistochemestry and immunofluorescence staining

For colocalization of TdT+ cells and CD45 in B16-F10 soft tissue tumors, subcutaneous tumors were dissected and fixed in 10% neutral-buffered formalin for 18 hr, embedded in paraffin after graded-ethanol dehydration, and sectioned into 6 μm sections using a microtome. Sections were dewaxed in xylene and then hydrated through graded ethanol washes. Endogenous peroxidases were quenched by incubating in hydrogen peroxide (1% in PBS) for 10 min at RT. Antigen retrieval was then performed by microwave treatment in a citrate buffer for 15 min. Sections were washed in TBS-T (1X TBS with 0.05%Tween-20) followed by blocking for 30 min at RT in blocking buffer (5% goat serum, 2.5% BSA in TBS). Slides were then blocked using the Avidin/Biotin Blocking Kit (Vector Labs). For staining, slides were incubated overnight in a humidified chamber at 4°C with 1:200 rat anti-CD45 (Invitrogen clone 30-F11, #14-0451-82) and 1:400 rabbit anti-RFP (Rockland, #600-401-379) antibodies diluted in 50% blocking buffer. After primary staining, slides were washed in TBS-T and then incubated with HRP-conjugated anti-rat IgG secondary (1:500 in 50% blocking buffer) for 30 min at RT. For fluorescent detection of CD45, slides were washed and then incubated in 1:50 FITC Tyramide reagent (PerkinElmer, # NEL701A001KT) for 8 min at RT. For fluorescent detection of RFP, slides were washed and incubated in AlexaFluor 594-conjugated anti-rabbit IgG secondary (1:500 in 50% blocking buffer) for 30 min at RT. Stained slides were washed and mounted using ProLong Gold with DAPI (Invitrogen).

#### Osx staining

HSCs, BMSC or whole bone marrow cells were plated overnight on coverslips coated with FBS for 30 min at RT then cells. Cells were fixed in 4% PFA for 15 min, washed and permeabilized with PBS/0.3%TritonX-100 for 3 min. Blocking was performed with 5% normal serum in permeabilization buffer for 1 hr at RT. Anti-Osx antibody (Abcam, #ab227820) was dissolved 1:500 in a buffer containing PBS/0.3%TritonX-100/1%BSA and incubated ON at 4°C. For fluorescent detection, coverslips were washed and incubated in AlexaFluor 488-conjugated anti-rabbit secondary antibody (1:1000) in PBS/0.3%TritonX-100/1%BSA for 1 hr at RT. Stained slides were washed and mounted using VECTASHIELD Mounting Medium containing DAPI (Vector Laboratories, CA USA). Fluorescent signals were captured by using a Nikon Eclipse 80i microscope and a Nikon DS-Qi1MC camera (Nikon, CO, USA).

### Real Time PCR

Total RNA was extracted with TRIzol (Invitrogen, CA USA) and quantified on a ND-1000 spectrophotometer (NanoDrop Technologies). The cDNA was synthesized with 1 μg RNA using High Capacity cDNA Reverse Transcription Kit (#4368814, Applied Biosystems, CA USA).

For purified hematopoietic precursors (HSC, MPP, CLP and CMP) total RNA was extracted using the NucleoSpin RNA XS kit (Macherey-Nagel #740902) and reverse transcribed with the SuperScript VILO kit (Invitrogen #11754–050).

The amount of each gene was determined using Power SYBR Green mix on 7300 Real-Time PCR System (Applied Biosystems). Cyclophilin mRNA was used as housekeeping control. Specific primers for mice were as follows: *Cyclophilin*, 5’-AGC ATA CAG GTC CTG GCA TC-3’ and 5’-TTC ACC TTC CCA AAG ACC AC-3’; *Osterix*, 5’-AAG GGT GGG TAG TCA TTT GCA-3’ and 5’-CCC TTC TCA AGC ACC AAT GG-3’; *S100a4 (Fsp1)*, 5’-TGA GCA ACT TGG ACA GCA ACA-3’ and 5’-TTC CGG GGT TCC TTA TCT GGG-3’; *Acta2 (a-SMA)*, 5’-GTC CCA GAC ATC AGG GAG TAA-3’ and 5’-TCG GAT ACT TCA GCG TCA GGA-3’; *Col1a1*, 5’-GGC CTT GGA GGA AAC TTT GC-3’ and 5’-GGG ACC CAT TGG ACC TGA AC-3’; *Bglap (Osteocalcin),* 5’-GGA CTG AGG CTC TGT GAG GT-3’ and 5’-CAG ACA CCA TGA GGA CCA TC-3’; *Runx2*, 5’-GTT ATG AAA AAC CAA GTA GCC AGG-3’ and 5’-GTA ATC TGA CTC TGT CCT TGT GGA-3’; *Ibsp (Bsp)*, 5’-AGG ACT AGG GGT CAA ACA C-3’ and 5’-AGT AGC GTG GCC GGT ACT TA-3’; *Alpl (Tnap)*, 5’-GGG GAC ATG CAG TAT GAG TT-3’ and 5’-GGC CTG GTA GTT GTT GTG AG-3’. The relative quantification in gene expression was determined using the 2^-ΔΔCt^ method.

### RNA sequencing and analysis

Single cell suspensions were prepared from fresh tumor upon sacrifice. Tumors were minced and digested as described above. Tumor stromal cells were separated from the GFP+ tumor cells and sorted based on the expression, or lack of thereof, of TdT and CD45 markers.

Library preparation was performed with 10 ng of total RNA and integrity was determined using an Agilent bioanalyzer. ds-cDNA was prepared using the SMARTer Ultra Low RNA kit for Illumina Sequencing (Clontech) per manufacturer’s protocol. The cDNA was fragmented using a Covaris E220 sonicator using peak incident power 18, duty factor 20%, cycles/burst 50, for a 120 s. cDNA was blunt ended, had an A base added to the 3’ ends, and then had Illumina sequencing adapters ligated to the ends. Ligated fragments were then amplified for 12 cycles using primers incorporating unique index tags. Fragments were sequenced on an Illumina HiSeq 3000 using single end reads extending 50 bases. Basecalls and demultiplexing were performed with Illumina’s bcl2fastq software and a custom python demultiplexing program with a maximum of one mismatch in the indexing read. RNA-seq reads were then aligned to the *Mus musculus* Ensembl release 76 top-level assembly with STAR version 2.0.4b (Dobin et al., 2013). Gene counts were derived from the number of uniquely aligned unambiguous reads by Subread:featureCount version 1.4.5 (Liao et al., 2014). Isoform expression of known Ensembl transcripts were estimated with Sailfish version 0.6.13 (Patro et al., 2017). Sequencing performance was assessed with RSeQC version 2.3 (Wang et al., 2012).

All gene counts were then imported into the R/Bioconductor package EdgeR (Robinson et al., 2010) and TMM normalization size factors were calculated to adjust for samples for differences in library size. Ribosomal genes and genes not expressed in at least two samples greater than one count-per-million were excluded from further analysis. The TMM size factors and the matrix of counts were then imported into the R/Bioconductor package Limma (Ritchie et al., 2015) and weighted likelihoods based on the observed mean-variance relationship of every gene and sample were then calculated with Limma’s voomWithQualityWeights (Liu et al., 2015). The data were then fitted to a Limma generalized linear model to test for changes in a single cell population relative to the mean of all other populations to find only genes that were uniquely up-regulated with Benjamini-Hochberg false-discovery rate adjusted p-values less than or equal to 0.05. For each group of cells, global perturbations in known Gene Ontology (GO) terms were then measured using the R/Bioconductor package GAGE (Luo et al., 2009) to quantify the mean log two fold-changes of ll genes in a given term versus the background log two fold-changes of all genes found outside the respective term. Only globally up-regulated GO terms with Benjamini-Hochberg false-discovery rate adjusted p-values less than or equal to 0.05 were considered for comparison across populations.

## Data Availability

Sequencing data are deposited in GEO under accession code GSE143586 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE143586. The following dataset was generated: FaccioRRicciBTycksenECivitelliRFontanaFCelikHBelleJI2020GSE143586NCBI Gene Expression OmnibusGSE14358610.7554/eLife.54659PMC742830632755539

## References

[bib1] Abe R, Donnelly SC, Peng T, Bucala R, Metz CN (2001). Peripheral blood fibrocytes: differentiation pathway and migration to wound sites. The Journal of Immunology.

[bib2] Baek WY, Lee MA, Jung JW, Kim SY, Akiyama H, de Crombrugghe B, Kim JE (2009). Positive regulation of adult bone formation by osteoblast-specific transcription factor osterix. Journal of Bone and Mineral Research.

[bib3] Bartoschek M, Oskolkov N, Bocci M, Lövrot J, Larsson C, Sommarin M, Madsen CD, Lindgren D, Pekar G, Karlsson G, Ringnér M, Bergh J, Björklund Åsa, Pietras K (2018). Spatially and functionally distinct subclasses of breast cancer-associated fibroblasts revealed by single cell RNA sequencing. Nature Communications.

[bib4] Capietto AH, Kim S, Sanford DE, Linehan DC, Hikida M, Kumosaki T, Novack DV, Faccio R (2013). Down-regulation of PLCγ2-β-catenin pathway promotes activation and expansion of myeloid-derived suppressor cells in Cancer. The Journal of Experimental Medicine.

[bib5] Chen J, Shi Y, Regan J, Karuppaiah K, Ornitz DM, Long F (2014). Osx-Cre targets multiple cell types besides osteoblast lineage in postnatal mice. PLOS ONE.

[bib6] Chen X, Song E (2019). Turning foes to friends: targeting cancer-associated fibroblasts. Nature Reviews Drug Discovery.

[bib7] Corsa CA, Brenot A, Grither WR, Van Hove S, Loza AJ, Zhang K, Ponik SM, Liu Y, DeNardo DG, Eliceiri KW, Keely PJ, Longmore GD (2016). The action of discoidin domain receptor 2 in basal tumor cells and stromal Cancer-Associated fibroblasts is critical for breast Cancer metastasis. Cell Reports.

[bib8] Costa A, Kieffer Y, Scholer-Dahirel A, Pelon F, Bourachot B, Cardon M, Sirven P, Magagna I, Fuhrmann L, Bernard C, Bonneau C, Kondratova M, Kuperstein I, Zinovyev A, Givel AM, Parrini MC, Soumelis V, Vincent-Salomon A, Mechta-Grigoriou F (2018). Fibroblast heterogeneity and immunosuppressive environment in human breast Cancer. Cancer Cell.

[bib9] Croft AP, Campos J, Jansen K, Turner JD, Marshall J, Attar M, Savary L, Wehmeyer C, Naylor AJ, Kemble S, Begum J, Dürholz K, Perlman H, Barone F, McGettrick HM, Fearon DT, Wei K, Raychaudhuri S, Korsunsky I, Brenner MB, Coles M, Sansom SN, Filer A, Buckley CD (2019). Distinct fibroblast subsets drive inflammation and damage in arthritis. Nature.

[bib10] D'Amico L, Mahajan S, Capietto AH, Yang Z, Zamani A, Ricci B, Bumpass DB, Meyer M, Su X, Wang-Gillam A, Weilbaecher K, Stewart SA, DeNardo DG, Faccio R (2016). Dickkopf-related protein 1 (Dkk1) regulates the accumulation and function of myeloid derived suppressor cells in Cancer. Journal of Experimental Medicine.

[bib11] Davey RA, Clarke MV, Sastra S, Skinner JP, Chiang C, Anderson PH, Zajac JD (2012). Decreased body weight in young Osterix-Cre transgenic mice results in delayed cortical bone expansion and accrual. Transgenic Research.

[bib12] de Vega S, Kondo A, Suzuki M, Arai H, Jiapaer S, Sabit H, Nakada M, Ikeuchi T, Ishijima M, Arikawa-Hirasawa E, Yamada Y, Okada Y (2019). Fibulin-7 is overexpressed in glioblastomas and modulates glioblastoma neovascularization through interaction with angiopoietin-1. International Journal of Cancer.

[bib13] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[bib14] Elyada E, Bolisetty M, Laise P, Flynn WF, Courtois ET, Burkhart RA, Teinor JA, Belleau P, Biffi G, Lucito MS, Sivajothi S, Armstrong TD, Engle DD, Yu KH, Hao Y, Wolfgang CL, Park Y, Preall J, Jaffee EM, Califano A, Robson P, Tuveson DA (2019). Cross-Species Single-Cell analysis of pancreatic ductal adenocarcinoma reveals Antigen-Presenting Cancer-Associated fibroblasts. Cancer Discovery.

[bib15] Engblom C, Pfirschke C, Zilionis R, Da Silva Martins J, Bos SA, Courties G, Rickelt S, Severe N, Baryawno N, Faget J, Savova V, Zemmour D, Kline J, Siwicki M, Garris C, Pucci F, Liao HW, Lin YJ, Newton A, Yaghi OK, Iwamoto Y, Tricot B, Wojtkiewicz GR, Nahrendorf M, Cortez-Retamozo V, Meylan E, Hynes RO, Demay M, Klein A, Bredella MA, Scadden DT, Weissleder R, Pittet MJ (2017). Osteoblasts remotely supply lung tumors with cancer-promoting SiglecF^high^ neutrophils. Science.

[bib16] Finak G, Bertos N, Pepin F, Sadekova S, Souleimanova M, Zhao H, Chen H, Omeroglu G, Meterissian S, Omeroglu A, Hallett M, Park M (2008). Stromal gene expression predicts clinical outcome in breast Cancer. Nature Medicine.

[bib17] Fontana F, Hickman-Brecks CL, Salazar VS, Revollo L, Abou-Ezzi G, Grimston SK, Jeong SY, Watkins M, Fortunato M, Alippe Y, Link DC, Mbalaviele G, Civitelli R (2017). N-cadherin regulation of bone growth and homeostasis is osteolineage Stage-Specific. Journal of Bone and Mineral Research.

[bib18] Gkretsi V, Stylianopoulos T (2018). Cell adhesion and matrix stiffness: coordinating Cancer cell invasion and metastasis. Frontiers in Oncology.

[bib19] González-Domínguez É, Samaniego R, Flores-Sevilla JL, Campos-Campos SF, Gómez-Campos G, Salas A, Campos-Peña V, Corbí ÁL, Sánchez-Mateos P, Sánchez-Torres C (2015). CD163L1 and CLEC5A discriminate subsets of human resident and inflammatory macrophages in vivo. Journal of Leukocyte Biology.

[bib20] Gori F, Schipani E, Demay MB (2001). Fibromodulin is expressed by both chondrocytes and osteoblasts during fetal bone development. Journal of Cellular Biochemistry.

[bib21] Goto H, Nishioka Y (2017). Fibrocytes: a novel stromal cells to regulate resistance to Anti-Angiogenic therapy and Cancer progression. International Journal of Molecular Sciences.

[bib22] Goubran HA, Kotb RR, Stakiw J, Emara ME, Burnouf T (2014). Regulation of tumor growth and metastasis: the role of tumor microenvironment. Cancer Growth and Metastasis.

[bib23] Hanahan D, Weinberg RA (2011). Hallmarks of Cancer: the next generation. Cell.

[bib24] Henson SM, Akbar AN (2009). KLRG1—more than a marker for T cell senescence. Age.

[bib25] Ikeuchi T, de Vega S, Forcinito P, Doyle AD, Amaral J, Rodriguez IR, Arikawa-Hirasawa E, Yamada Y (2018). Extracellular protein Fibulin-7 and its C-Terminal fragment have in vivo antiangiogenic activity. Scientific Reports.

[bib26] Jia Z, Wang S, He D, Cui L, Lu Y, Hu H, Qin B, Zhao Z (2015). Role of calcium in the regulation of bone morphogenetic protein 2, runt-related transcription factor 2 and osterix in primary renal tubular epithelial cells by the vitamin D receptor. Molecular Medicine Reports.

[bib27] Kalluri R, Zeisberg M (2006). Fibroblasts in cancer. Nature Reviews Cancer.

[bib28] Koch M, Laub F, Zhou P, Hahn RA, Tanaka S, Burgeson RE, Gerecke DR, Ramirez F, Gordon MK (2003). Collagen XXIV, a vertebrate fibrillar collagen with structural features of invertebrate collagens: selective expression in developing cornea and bone. The Journal of Biological Chemistry.

[bib29] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[bib30] Liu Y, Strecker S, Wang L, Kronenberg MS, Wang W, Rowe DW, Maye P (2013). Osterix-cre labeled progenitor cells contribute to the formation and maintenance of the bone marrow stroma. PLOS ONE.

[bib31] Liu R, Holik AZ, Su S, Jansz N, Chen K, Leong HS, Blewitt ME, Asselin-Labat ML, Smyth GK, Ritchie ME (2015). Why weight? modelling sample and observational level variability improves power in RNA-seq analyses. Nucleic Acids Research.

[bib32] Luo W, Friedman MS, Shedden K, Hankenson KD, Woolf PJ (2009). GAGE: generally applicable gene set enrichment for pathway analysis. BMC Bioinformatics.

[bib33] Matsuo N, Tanaka S, Gordon MK, Koch M, Yoshioka H, Ramirez F (2006). CREB-AP1 protein complexes regulate transcription of the collagen XXIV gene (Col24a1) in osteoblasts. Journal of Biological Chemistry.

[bib34] McDonald LT, LaRue AC (2012). Hematopoietic stem cell derived carcinoma-associated fibroblasts: a novel origin. International Journal of Clinical and Experimental Pathology.

[bib35] Meyer MA, Baer JM, Knolhoff BL, Nywening TM, Panni RZ, Su X, Weilbaecher KN, Hawkins WG, Ma C, Fields RC, Linehan DC, Challen GA, Faccio R, Aft RL, DeNardo DG (2018). Breast and pancreatic Cancer interrupt IRF8-dependent dendritic cell development to overcome immune surveillance. Nature Communications.

[bib36] Miura Y, Ota S, Peterlin M, McDevitt G, Kanazawa S (2019). A subpopulation of synovial fibroblasts leads to osteochondrogenesis in a mouse model of chronic inflammatory rheumatoid arthritis. JBMR Plus.

[bib37] Mizoguchi T, Pinho S, Ahmed J, Kunisaki Y, Hanoun M, Mendelson A, Ono N, Kronenberg HM, Frenette PS (2014). Osterix marks distinct waves of primitive and definitive stromal progenitors during bone marrow development. Developmental Cell.

[bib38] Monterubbianesi R, Bencun M, Pagella P, Woloszyk A, Orsini G, Mitsiadis TA (2019). A comparative in vitro study of the osteogenic and adipogenic potential of human dental pulp stem cells, gingival fibroblasts and foreskin fibroblasts. Scientific Reports.

[bib39] Nakashima K, Zhou X, Kunkel G, Zhang Z, Deng JM, Behringer RR, de Crombrugghe B (2002). The novel zinc finger-containing transcription factor osterix is required for osteoblast differentiation and bone formation. Cell.

[bib40] Ohishi M, Ono W, Ono N, Khatri R, Marzia M, Baker EK, Root SH, Wilson TL, Iwamoto Y, Kronenberg HM, Aguila HL, Purton LE, Schipani E (2012). A novel population of cells expressing both hematopoietic and mesenchymal markers is present in the normal adult bone marrow and is augmented in a murine model of marrow fibrosis. The American Journal of Pathology.

[bib41] Orestes-Cardoso S, Nefussi JR, Lezot F, Oboeuf M, Pereira M, Mesbah M, Robert B, Berdal A (2002). Msx1 is a regulator of bone formation during development and postnatal growth: in vivo investigations in a transgenic mouse model. Connective Tissue Research.

[bib42] Patro R, Duggal G, Love MI, Irizarry RA, Kingsford C (2017). Salmon provides fast and bias-aware quantification of transcript expression. Nature Methods.

[bib43] Pietras EM, Reynaud D, Kang YA, Carlin D, Calero-Nieto FJ, Leavitt AD, Stuart JM, Göttgens B, Passegué E (2015). Functionally distinct subsets of Lineage-Biased multipotent progenitors control blood production in normal and regenerative conditions. Cell Stem Cell.

[bib44] Pourhanifeh MH, Mohammadi R, Noruzi S, Hosseini SA, Fanoudi S, Mohamadi Y, Hashemzehi M, Asemi Z, Mirzaei HR, Salarinia R, Mirzaei H (2019). The role of fibromodulin in Cancer pathogenesis: implications for diagnosis and therapy. Cancer Cell International.

[bib45] Raz Y, Cohen N, Shani O, Bell RE, Novitskiy SV, Abramovitz L, Levy C, Milyavsky M, Leider-Trejo L, Moses HL, Grisaru D, Erez N (2018). Bone marrow-derived fibroblasts are a functionally distinct stromal cell population in breast Cancer. Journal of Experimental Medicine.

[bib46] Rhodes DR, Yu J, Shanker K, Deshpande N, Varambally R, Ghosh D, Barrette T, Pandey A, Chinnaiyan AM (2004). ONCOMINE: a Cancer microarray database and integrated data-mining platform. Neoplasia.

[bib47] Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W, Smyth GK (2015). Limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Research.

[bib48] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[bib49] Rodda SJ, McMahon AP (2006). Distinct roles for hedgehog and canonical wnt signaling in specification, differentiation and maintenance of osteoblast progenitors. Development.

[bib50] Strecker S, Fu Y, Liu Y, Maye P (2013). Generation and characterization of Osterix-Cherry reporter mice. Genesis.

[bib51] Su X, Esser AK, Amend SR, Xiang J, Xu Y, Ross MH, Fox GC, Kobayashi T, Steri V, Roomp K, Fontana F, Hurchla MA, Knolhoff BL, Meyer MA, Morgan EA, Tomasson JC, Novack JS, Zou W, Faccio R, Novack DV, Robinson SD, Teitelbaum SL, DeNardo DG, Schneider JG, Weilbaecher KN (2016). Antagonizing integrin β3 increases immunosuppression in Cancer. Cancer Research.

[bib52] Tan L, Sandrock I, Odak I, Aizenbud Y, Wilharm A, Barros-Martins J, Tabib Y, Borchers A, Amado T, Gangoda L, Herold MJ, Schmidt-Supprian M, Kisielow J, Silva-Santos B, Koenecke C, Hovav AH, Krebs C, Prinz I, Ravens S (2019). Single-Cell transcriptomics identifies the adaptation of Scart1^+^Vγ6^+^ T Cells to Skin Residency as Activated Effector Cells. Cell Reports.

[bib53] van Deventer HW, Palmieri DA, Wu QP, McCook EC, Serody JS (2013). Circulating fibrocytes prepare the lung for Cancer metastasis by recruiting Ly-6C+ monocytes via CCL2. The Journal of Immunology.

[bib54] Vissers LE, Cox TC, Maga AM, Short KM, Wiradjaja F, Janssen IM, Jehee F, Bertola D, Liu J, Yagnik G, Sekiguchi K, Kiyozumi D, van Bokhoven H, Marcelis C, Cunningham ML, Anderson PJ, Boyadjiev SA, Passos-Bueno MR, Veltman JA, Smyth I, Buckley MF, Roscioli T (2011). Heterozygous mutations of FREM1 are associated with an increased risk of isolated metopic craniosynostosis in humans and mice. PLOS Genetics.

[bib55] Wang L, Wang S, Li W (2012). RSeQC: quality control of RNA-seq experiments. Bioinformatics.

[bib56] Weilbaecher KN, Guise TA, McCauley LK (2011). Cancer to bone: a fatal attraction. Nature Reviews Cancer.

[bib57] Wolf MJ, Seleznik GM, Zeller N, Heikenwalder M (2010). The unexpected role of lymphotoxin β receptor signaling in carcinogenesis: from lymphoid tissue formation to liver and prostate Cancer development. Oncogene.

[bib58] Yao B, Wang J, Qu S, Liu Y, Jin Y, Lu J, Bao Q, Li L, Yuan H, Ma C (2019). Upregulated osterix promotes invasion and bone metastasis and predicts for a poor prognosis in breast Cancer. Cell Death & Disease.

How the deposited data were processed for this re-analysis (not part of the article)

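Stromal cells from tumors of Osx-cre;TdT mice had been sorted by TdTomato and CD45 into 4 populations 2 weeks after inoculation, and RNA was sequenced from 22 libraries of single populations. Of these, 11 come from mice labelled as wild type, the Osx-cre;TdT mice of the paper, and 11 from mice labelled as a conditional knockout of *Cdh2* (Cdh2-cKO), on which the paper does not report. Each genotype has 2 libraries of TdT OSX single positive cells and 3 of each other population. The conditions and replicate numbers were taken from the labels of the libraries.

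For each library the authors aligned the reads with STAR to the mouse genome (GRCm38) and counted uniquely aligned, unambiguous reads on Ensembl genes with featureCounts. The deposited counts are whole numbers without normalization, for 41388 genes. The deposited CPM values are the counts scaled by each library's total, computed by the authors. The deposited RPKM values are the CPM divided by the gene length, also computed by the authors. The CPM and RPKM values were read only to check them against the counts, from which they deviated by at most 5.2e-14 in relative terms, and every value given comes from the counts. The alignment, the counting and the choice of uniquely aligned reads are thus already in the deposited counts.

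Between 17267392 and 23157130 reads were counted on genes in the wild type libraries, with a median of 18707760, and between 16594228 and 26784003 in the Cdh2-cKO libraries, with a median of 19521321. The smallest signal taken as present was 3 counts in a library. Intervals and floors from counts cover counting error only, since the reads carry no molecular identifiers. Libraries were prepared from amplified cDNA, and replicates of a population differed by between 54.9 and 451.9 times the counting variance (chi-square per degree of freedom).

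The counts were analysed in R 4.3.3. The 355 genes annotated as rRNA were excluded, and so were genes without more than 1 CPM in at least 2 libraries. This left 14533 genes in the 11 wild type libraries. Library sizes were normalized with TMM factors, and edgeR 4.0.16 fitted a quasi-likelihood model with 1 mean per population and genotype. The contrasts compared both CD45+ with both CD45- populations, both TdT OSX+ with both TdT OSX- populations, each population with the mean of the other 3, and the TdT OSX+ with the TdT OSX- population within CD45- and within CD45+ cells. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 2; between the genotypes, and for the difference of the TdT OSX effect between them, no fold-change threshold was used. The paper's methods name limma's voomWithQualityWeights, which was run with limma 3.58.1 on the same factors, filter and contrasts. DESeq2 1.42.0 was run with its Wald test and its own size factors. Because of an outlying count it gave no p-value for 228 of the 14533 genes in the wild type libraries, 101 of 15018 in all 22 libraries and 19 of 14181 in the Cdh2-cKO libraries, and these genes were not called. Standard errors of edgeR's log2 fold changes were derived from the quasi-likelihood test. Normalized CPM are counts divided by the TMM-scaled library size, and means are given with the SD between libraries.

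To find which libraries and contrast the lists of Table 1 and Table 2 come from, their log2 fold changes were compared with those of all 11 libraries and of each set that leaves out a library, 12 sets in all, under both tests and both kinds of contrast. The 10 libraries without TdT OSX-;CD45+ replicate 2, with the voom test and each population against the mean of the other 3, matched both lists. These 10 libraries were therefore chosen after the values were seen, and the test with edgeR on all 11 libraries was set before the data were examined, as were the alternatives and the rule for named genes.

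Principal components were computed from log2 CPM with a prior count of 2. Gene sets were 6 Reactome pathways, read with fgsea 1.28.0 and tested with limma's camera at an inter-gene correlation of 0.01. Gene Ontology annotation was not used here, so the paper's GAGE test was not repeated. Positions are from GENCODE release M21, on GRCm38.

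The genes named are those that the paper names in its RNAseq results, *Ptprc*, *Sp7*, *Cdh2*, the genes of Figure 2, and *Pdcd1* and *Ctla4* from Table 2. To these were added the 5 genes with the largest log2 fold change among those called in each contrast within CD45- or CD45+ cells whose libraries did not overlap, and the 3 genes with the smallest adjusted p in each comparison of the genotypes. Marker genes of cell types were used as sets, from lists written before the tests. Any other gene was named after its value was seen, among them *Cd3e*, *Cd79a*, *Adgre1*, *Pecam1*, *Xist*, *Ddx3y*, *Krt18*, *Duox2*, *Duoxa2* and *Mrps34*.

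The alternatives tried were the voom test, DESeq2, RLE normalization factors, no filter on low counts, leaving out ribosomal protein genes, the replicate number as a block, fitting all 22 libraries, no fold-change threshold, only the populations compared, rank-based camera, the Cdh2-cKO libraries in place of the wild type libraries for the pathways, other forms of the principal components, and leaving out each library in turn. Added after the values were seen was the voom test on the 10 libraries. The tests were run on simulated data in which 200 genes were changed by the same absolute size, above the fold-change threshold, up or down. Calls there used the adjusted p without that threshold, and no library was made to stand apart. With the dispersions of these libraries, edgeR recovered 48.5% of the changed genes between the CD45+ populations, with 0% false calls. Voom recovered 49.0% with 1.01% false calls, and DESeq2 75.5% with 30.1%.

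Groups of libraries were permuted within replicate number where each had at least 3 libraries. Dixon's ratio was used for single libraries in groups of 4 to 10. The level of 1 further gene is not reported here.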

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

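The tests of library size, TMM normalization, GC content and gene length for the genes higher in TdT OSX single positive cells of the Cdh2-cKO mice, of the total count of double negative replicate 3, of *Nipal3* in CD45+ cells and after thinning, and of other groupings of the libraries were chosen before their results were seen; every other test in this part was chosen only after the result was seen.

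In the wild type mice, the CD45 single positive library of replicate 2 stood apart from the other 5 CD45+ libraries in 3 sets of cell type markers. Its mean of the B cell markers was the highest, with a gap to the next library of 0.941 of the whole range (Dixon's critical value for 6 libraries is 0.625). The macrophage markers were lowest in this library by 0.782 of the range and the endothelial markers highest by 0.754. Its T cell markers were also the highest, but by 0.362 of the range, which is under the critical value. The library held 865 CPM of *Cd79a*, 514 of *Cd3e*, 427 of *Adgre1* and 214 of *Pecam1*. In all, 68 groups of libraries and marker sets were compared in this way and 10 passed the critical value, where chance gives 3.4. A library size effect was tested by thinning the other 10 wild type libraries to the total of this one, the smallest, and at equal totals the B cell gap was 0.941 of the range, the same as without thinning. This thinning replaced a first test, which asked whether the library's total lay outside the range of the other wild type libraries; that test had come out in favour of library size, since its total of 17267392 was the lowest of the 11. An exchange of the TdT OSX+ and TdT OSX- labels was tested with *Duoxa2*, the gene called within the CD45+ cells of the Cdh2-cKO libraries, of which the library had 0.573 CPM, under every TdT OSX+ library. A sorted sample richer in lymphocytes remains. On the log2 scale this library stood at 8.08 in the T cell markers, where the other 2 CD45 single positive libraries had 2.31 and 2.18 (5.77 above the higher), and its B cell and NK cell markers were 7.71 and 3.50 above the higher of those 2. A first test, which asked that both the T cell and the B cell markers stand apart among all 6 CD45+ libraries, gave this for the B cell markers (0.941) and not for the T cell markers, but the spread of T cell markers among the double positive libraries (2.98 to 5.94) holds that ratio down. A different mouse from that of the other replicate 2 libraries also remains: this library had 184 CPM of the Y-linked gene *Ddx3y*, and the other 3 wild type libraries of replicate 2 had at most 0.116. In the Cdh2-cKO mice it was the converse. There the CD45 single positive library of replicate 2 had 0.736 CPM, and the other libraries of replicate 2 had 62.4, 89.4 and 30.9 CPM. An exchange of libraries between the genotypes was not tested. The labels give no condition that sets the wild type library apart, so no biological explanation was tested.

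The double negative library of replicate 3 in the wild type mice had the highest B cell markers of the 5 CD45- libraries, by 0.75 of the range, the highest dendritic cell markers, by 0.719, and the lowest osteoblast markers, by 0.827 (the critical value for 5 libraries is 0.71). Its total of 17910752 counts lay within the range of the other wild type libraries but was the lowest of the 5 CD45- libraries, so that test leaves library size open. With every wild type library thinned to the smallest total, the gap was 0.745 of the range for the B cell markers, 0.825 for the osteoblast markers and 0.665 for the dendritic cell markers, the last under the critical value. RNA of CD45+ cells was tested with 817 genes that are higher in CD45+ cells of the Cdh2-cKO mice. In replicate 3 these genes stood at a median of 55.1% of the way from the other double negative libraries to the CD45+ libraries, the middle 50% of genes lay between 39.3% and 69.5%, and 816 genes were above 0. CD45+ cells or their RNA in this library may therefore be the source. No biological explanation was tested.

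The markers of sex set 3 libraries apart. The female markers were lowest in the TdT OSX single positive library of replicate 1 in the wild type mice, by 0.757 of the range. In the Cdh2-cKO mice the double positive library of replicate 2 had the lowest female markers, by 0.86, and the highest male markers, by 0.944. The TdT OSX single positive library of replicate 2 in those mice had the lowest female markers, by 0.723. The sex of the mouse was tested with *Ddx3y*, of which all 3 libraries had more than 5 CPM. The last of them also had 55.5 CPM of *Xist*, beside 62.4 CPM of *Ddx3y*, which a male mouse alone would not give; the other 2 libraries had 3.83 and 4.12 CPM of *Xist*, which is consistent with male mice as their source. The labels do not give the sex of the mice.

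The paper does not report on the libraries labelled Cdh2-cKO. In them 633 genes were up in TdT OSX single positive against double negative cells (edgeR, 14181 genes tested), and the wild type gave 0 genes in the same comparison, with 1328 genes at an unadjusted p under 0.05. Of the 628 of these genes tested in the wild type, 55 had a positive log2 fold change there. The genes with the largest log2 fold changes were *Ceacam19* (7.86, adjusted p = 0.008), *Dnmt3aos* (7.48, adjusted p = 0.0146), *Rasal3* (6.78, adjusted p = 3.3e-05), *Gm15928* (6.55, adjusted p = 0.00154) and *Gm568* (6.44, adjusted p = 0.00814), each higher in both TdT OSX single positive libraries than in all 3 double negative libraries. Thinning to the smallest library gave 623 genes, RLE factors 612, removal of each library's trend over GC content 603 and over gene length 612, so none of these moved the count by a factor of 1.5. An exchange of CD45 labels was tested with *Ptprc*, which reached at most 164 CPM in the TdT OSX single positive libraries, under the 472 CPM of the lowest CD45+ library. RNA of CD45+ cells remains: 54.5% of the 628 genes were called as higher in CD45+ cells of the wild type, against 6.01% of all genes, and 626 had a log2 fold change above 0 there. CD45+ cells among the sorted TdT OSX single positive cells may account for this result, and it cannot be told apart from an effect of the genotype.

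Within the CD45+ cells of the Cdh2-cKO libraries, 1 gene was up in double positive against CD45 single positive cells, *Duoxa2*, with a log2 fold change of 3.39 (standard error 0.381, adjusted p = 0.0238), higher in 3 of 3 double positive libraries. Over the alternatives its adjusted p ran from 1.4e-11 to 0.343. Of the 4 ways to split these 6 libraries that part as many pairs of one replicate number, 1 gave as many genes, the real one. The other 6 splits, which part fewer such pairs, gave at most 2 genes, and 1 of them gave as many. A share of 1 in 4 is the lowest that this design allows. Tests of the sources of *Duoxa2* counts are given under the other observations.

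Comparing the genotypes, 1 gene differed in TdT OSX single positive cells, *Nipal3*, at a log2 fold change of 4.98 (standard error 0.690, adjusted p = 0.0194). The wild type libraries had 1 and 3 counts, so that its mean of 2.93 CPM in the Cdh2-cKO libraries was at least 19.1-fold higher than the floor. The change with TdT OSX in CD45- cells also differed between the genotypes for this gene, by 5.81 on the log2 scale (adjusted p = 0.0226 for the interaction, with 1512 genes at an unadjusted p under 0.05). *Nipal3* had a mean of 4.68 CPM in the 6 CD45+ libraries of the Cdh2-cKO mice, above the 2.93 CPM of the TdT OSX single positive libraries, which does not show whether enough of that RNA was present. *Ptprc* in the 2 TdT OSX single positive libraries was 30.7% and 16.8% of its mean in the CD45+ libraries, and RNA of CD45+ cells in these amounts would give a mean of 1.11 CPM of *Nipal3*; with the highest CD45+ library as the source it would give 1.88 and 1.03 CPM, where 4.08 and 1.78 CPM were found. The levels expected from RNA of CD45+ cells in these amounts were thus under those found. This estimate rests on *Ptprc* alone and on 2 libraries, so such RNA is not ruled out as the whole source of *Nipal3*. After thinning every library to the smallest total its adjusted p was 0.0516, but thinning also lowers the counts of a gene with few, so this test does not separate library size from lost counts. The totals of the TdT OSX single positive libraries were at most 1.42-fold higher in the Cdh2-cKO than in the wild type mice, so library size does not account for a difference of at least 19.1-fold. Over the alternatives the adjusted p of the genotype comparison ran from 0.000137 to 0.235. Whether the genotype or RNA of CD45+ cells accounts for the difference is not settled by 2 libraries per genotype.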

How the results depend on the processing

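The voom test on the 10 libraries was chosen only after the results were seen, and no other tests in this part were.

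With edgeR, the count of genes differing between CD45+ and CD45- populations was within a factor of 1.5 of 3027 under each alternative except that without a fold-change threshold (5575). Where results changed, the cause was not tested. With the voom test on all 11 libraries, the counts moved to 0 genes for TdT OSX+ against TdT OSX- (1096 at an unadjusted p under 0.05), 471 for double negative cells alone, 542 for both CD45+ populations, 71 for CD45 single positive cells alone and 320 for double positive cells alone. The same test on the 10 libraries gave 0 (1058 at an unadjusted p under 0.05), 470, 495, 78 and 323. DESeq2 gave 16 genes for TdT OSX+ against TdT OSX-, 120 for both CD45+ populations, 90 for double positive cells alone, 14 for TdT OSX single positive against double negative cells and 1 (*Duoxa2*) for double positive against CD45 single positive cells. Without a filter on low counts, 54 genes were up in both CD45+ populations, 589 in CD45 single positive and 60 in double positive cells alone, and 2 in TdT OSX single positive against double negative cells (*Duoxa2* and *Mrps34*). With the replicate number as a block the counts were 10, 28 and, in that last comparison, 1 (*Duoxa2*). Libraries of one replicate number correlated by 0.0628 on average and others by -0.0321. With all 22 libraries fitted, 3 genes differed by TdT OSX (*Duoxa2*, *Mrps34* and *Nipal3*), 187 were up in both CD45+ populations, 471 in CD45 single positive and 138 in double positive cells alone, and 6 in TdT OSX single positive against double negative cells. Without a fold-change threshold there were 1122 in TdT OSX single positive, 340 in CD45 single positive and 54 in double positive cells alone, and 49 in both CD45+ populations. Genes named beside these counts were chosen after their values were seen.

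Across the 9 fits that each left out a library and kept both TdT OSX single positive libraries, counts ran from 2494 to 3581 for CD45, 0 to 0 for TdT OSX (495 to 1033 at an unadjusted p under 0.05), 581 to 1215 for both CD45- populations, 385 to 1081 for TdT OSX single positive, 40 to 342 for double negative, 11 to 274 for CD45 single positive and 5 to 154 for double positive cells alone, and 1 to 394 for both CD45+ populations. Within CD45- cells they ran from 0 (884 to 2128 at an unadjusted p under 0.05) to 2 (*Duoxa2* and *Mrps34*) and within CD45+ cells from 0 to 0 (130 to 699 at an unadjusted p under 0.05). Counts that would leave 1 TdT OSX single positive library were not run.

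The 500 most variable genes gave 88.5%, 4.63% and 3.47% on the first 3 principal components, and libraries as variables 82.6%, 12.2% and 1.5%. With libraries as variables the first component is the level shared by all libraries, so these shares are not the same measure as the others. With each library left out, the shares ran from 68.3% to 77.3%, 7.98% to 11.8% and 3.90% to 7.96%, and the gap from 32.3% to 66.4%. Among pathway shifts, PDGF signaling in CD45 single positive cells was -0.44 with rank-based camera (adjusted p = 0.114), and in the Cdh2-cKO libraries the adaptive immune system in TdT OSX single positive cells was -0.29 (0.0518) and PDGF signaling in double negative cells 0.53 (0.0376). Over the 11 fits that each left out a library, the shifts in TdT OSX single positive cells ran from 2.28 to 2.50 for extracellular matrix, 3.45 to 3.94 for collagen formation, 0.72 to 1.15 for PDGF, -1.10 to -0.70 for the adaptive and -0.98 to -0.46 for the innate immune system and -2.44 to -1.34 for TCR signaling. In double negative cells PDGF ran from 0.19 to 0.52 and the innate immune system from -0.73 to -0.30. In double positive cells PDGF ran from -0.84 to -0.66, the adaptive immune system from 0.54 to 0.71, the innate from 0.44 to 0.60 and TCR signaling from 1.06 to 1.58, and in CD45 single positive cells PDGF from -0.68 to -0.34 and the innate immune system from 0.49 to 0.68.

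The comparison of TdT OSX single positive with double negative cells reversed for *Ibsp* to -0.73 (voom), -0.40 (block) and -0.72 (voom, 10 libraries), and for *Alpl* to 1.16 against the mean of the other 3 populations. Between the CD45+ populations, voom, the block, the contrast with the mean of the other 3, voom on the 10 libraries and both together gave 3.93, 0.30, 4.01, 4.66 and 5.70 for *Tcrg-C1*, 3.04, 1.05, 5.69, 3.26 and 6.22 for *Ltb*, 2.49, 0.45, 2.45, 2.86 and 5.08 for *Pdcd1*, and 2.74, 0.19, 2.85, 3.08 and 4.98 for *Ctla4*, each reversed. *Spock2* reversed to -0.46 against the mean of the other 3. With each library left out, log2 fold changes ran from -4.19 to 2.12 for *Ibsp*, -1.12 to 0.43 for *Alpl*, -1.35 to 4.10 for *Tcrg-C1*, -0.80 to 9.06 for *Cd163l1*, -0.31 to 6.98 for *Wdr78*, -0.0513 to 7.07 for *Spock2*, -1.31 to 3.17 for *Ltb*, -0.97 to 2.85 for *Pdcd1* and -1.11 to 3.31 for *Ctla4*. For *Cdh2* between genotypes they ran from -1.29 to 0.0599 in double positive and -0.47 to 1.58 in CD45 single positive cells.

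Between the genotypes, TdT OSX single positive cells gave 0 genes with voom (1652 at an unadjusted p under 0.05), 134 with DESeq2 and 0 with only the libraries of that population (1023). DESeq2 gave 522 genes in double negative, 1 in double positive (*Ttn*) and 26 in CD45 single positive cells. The interaction in CD45- cells gave 0 with voom (1349 at an unadjusted p under 0.05), 558 with DESeq2 and 101 without a filter. In the Cdh2-cKO libraries, voom gave 415 genes for TdT OSX single positive against double negative and 0 for double positive against CD45 single positive cells (2292 at an unadjusted p under 0.05). Leaving out libraries gave 0 to 604 genes in double negative cells between genotypes, 0 to 637 for that interaction, and 524 to 647 and 0 to 1 (*Duoxa2*) within the Cdh2-cKO libraries; the fits with 0 had 517 to 1342, 1329 to 1441 and 714 to 1624 genes at an unadjusted p under 0.05. Under alternatives other than leaving out a library, 148 log2 fold changes of single genes stayed on the same side of 0 and of the adjusted p threshold (or, where DESeq2 gave no p-value, within a standard error), 32 newly passed it, 5 no longer did and 25 reversed. With a library left out, 216 stayed so (or, where 1 TdT OSX single positive library remained, within a standard error), 6 newly passed, 16 no longer did, 15 reversed and 9 moved by a standard error or more. At these depths the counts of *Sp7*, *Bglap*, *Ibsp* and *Alpl* limit what can be said of them.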

Differences from the paper's values

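The alternative with the voom test on 10 libraries was chosen only after the values were seen, and no other tests in this part were.

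In double negative cells alone, 212 genes were up, and the paper's value is 477. Of the alternatives set before the data were examined, the voom test on all 11 libraries (471) and leaving out double negative replicate 3 (342) came within a factor of 1.5, and the others did not. In both CD45+ populations 22 genes were up, against the paper's 495. The voom test (542) and leaving out double negative replicate 3 (394) came within that factor, and the other alternatives set before the data were examined did not. In CD45 single positive cells alone 201 genes were up, against the paper's 77. The voom test (71) and leaving out double positive replicate 1 (74), replicate 2 (62) or replicate 3 (64), or double negative replicate 2 (66), came within it, and the others did not. In double positive cells alone 27 genes were up, against the paper's 316. Only the voom test (320) among the alternatives set before the data were examined came within it. With the voom test on the 10 libraries, chosen after seeing the values, the 4 counts were 470, 495, 78 and 323.

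The third principal component carried 7.03% of the variance, against the paper's about 1.6% in Figure 5A, read by eye. With the libraries as variables and scaled it was 1.5%, and the other alternatives set before the data were examined did not come within a factor of 1.5.

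For the genes that the paper names from Table 1, the log2 fold change of TdT OSX single positive against double negative cells was 2.42 for *Fmod*, against the paper's 6.739645, 2.05 for *Col24a1*, against the paper's 6.788179, 1.57 for *Frem1*, against the paper's 5.906166, 1.90 for *Msx1*, against the paper's 5.657661, and 2.61 for *Fbln7*, against the paper's 7.184048. For log2 fold changes here and below, an alternative closed the gap when its value had the paper's sign and differed from the paper's by at most the standard error of its own fit, or that of edgeR's fit of the 11 libraries where it gave none. With each population compared with the mean of the other 3, an alternative set before the data were examined, the values were 7.95, 7.53, 6.04, 5.77 and 7.55, and none of the other alternatives set then closed the gap for these genes. With the voom test on the 10 libraries and that contrast, chosen after seeing the values, they were 6.75, 6.78, 5.90, 5.65 and 7.18.

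For the genes of Table 2, the log2 fold change of double positive against CD45 single positive cells was 1.02 for *Foxp3*, against the paper's 5.882423, -0.32 for *Tcrg-C1*, against the paper's 5.709921, 0.45 for *Cd163l1*, against the paper's 6.482112, -0.45 for *Ltb*, against the paper's 6.217037, 0.94 for *Klrg1*, against the paper's 5.915697, -0.43 for *Pdcd1*, against the paper's 5.092017, and -0.28 for *Ctla4*, against the paper's 4.978043. Among the alternatives set before the data were examined, the contrast with the mean of the other 3 populations closed the gap for *Ltb* (5.69) and *Klrg1* (5.15), the voom test on all 11 libraries for *Cd163l1* (6.27), and leaving out CD45 single positive replicate 2 for *Tcrg-C1* (4.10) and *Ctla4* (3.31). None of them closed it for *Foxp3* or *Pdcd1*. The voom test on the 10 libraries was chosen after seeing the values. With it, the comparison with CD45 single positive cells gave 4.66 for *Tcrg-C1*, which closed the gap, with 4 counts in total in those cells. For *Cd163l1* it gave 6.85, but those cells had 0 counts. The counts thus give only a lower bound of 19-fold, so this value cannot be said to close the gap. With that test and the contrast with the mean of the other 3 populations, also chosen after seeing the values, the log2 fold changes were 5.87 for *Foxp3*, 5.70 for *Tcrg-C1*, 6.48 for *Cd163l1*, 6.22 for *Ltb*, 5.91 for *Klrg1*, 5.08 for *Pdcd1* and 4.98 for *Ctla4*.

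The legends of Table 1 and Table 2 give the comparison as one with the TdT OSX- cells of the same CD45 status. In that comparison 0 of the 50 genes of Table 1 and 0 of the 50 of Table 2 were called, with smallest adjusted p-values of 0.491 in Table 1 and 1 in Table 2 over the 11 libraries, and 0.164 and 1 over the 10 libraries with the voom test. The paper gives *Cd163l1* as the gene most increased in double positive over CD45 single positive cells. Its log2 fold change over the 11 libraries was 0.45 with edgeR. In the same fit 13 of the 50 genes of Table 2 were higher in double positive cells (34 by the mean of log2 CPM). With voom on the 11 libraries all 50 were higher. Over the 10 libraries with voom, *Cd163l1* had the largest log2 fold change of the 50, 6.85, with 0 counts in the CD45 single positive cells. The paper's text also gives *Wdr78* and *Spock2* as higher in double positive cells. Their log2 fold changes over the 11 libraries with edgeR were 0.28 and 0.53 (adjusted p = 1 for each).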

Other observations

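The comparison of the genes of Table 1 and Table 2 within CD45- or CD45+ cells of the Cdh2-cKO mice, the number of Table 2 genes higher relative to the T cell markers over the 11 libraries and the other groupings of the libraries were tests chosen before their results were seen; all other tests in this part were chosen only after the result was seen.

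Permuting the population labels within replicate number in 100 draws, the real labels included, gave as many genes as the real labels in 2 draws for the CD45+ against CD45- contrast (3027 genes, where the other of these draws gave 3122). These 2 draws were also the only ones of the 100 in which every library kept its CD45 side. For the TdT OSX+ against TdT OSX- contrast, 2 draws gave as many as the real labels, which gave 1 gene (*Duoxa2*, with 713 genes at an unadjusted p under 0.05); the other of these gave 3100 genes there and 0 between CD45+ and CD45-. For the genes up in both CD45- populations it was 2 draws, for TdT OSX single positive cells alone 2, for double negative cells alone 4, for both CD45+ populations 2, for CD45 single positive cells alone 2 and for double positive cells alone 3. The draw that kept the CD45 sides and permuted the TdT OSX labels within them was among these each time, with 1054, 697, 219, 35, 472 and 53 genes against the 994, 672, 212, 22, 201 and 27 of the real labels. The 100 draws thus do not show that these counts depend on the TdT OSX labels. For the pathway shifts past the threshold, 23 with the real labels, 6 draws gave as many, and the other draws gave a median of 15. Passing the threshold is thus common with permuted labels, and this count does not tell the real labels apart from them.

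Splits of the 6 CD45+ wild type libraries that part as many pairs of one replicate number number 4, and all 4 gave as many genes as the comparison of double positive with CD45 single positive cells, which gave 0 genes and 232 at an unadjusted p under 0.05. Between the genotypes, the counts were 0 genes in double negative, double positive and CD45 single positive cells, with 1441, 515 and 1474 genes at an unadjusted p under 0.05, and 4 of 4 splits gave as many in each. The change with TdT OSX within CD45+ cells differed between the genotypes for 0 genes (655 at an unadjusted p under 0.05), and 32 of 32 splits gave as many. With 0 genes in the real split, these comparisons could not have come out otherwise.

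Under edgeR's test the direction of most genes of Table 2 between double positive and CD45 single positive cells changed with CD45 single positive replicate 2. Under voom on all 11 libraries it did not. That test estimates a weight for each library, so this does not show that the direction is independent of replicate 2. Those values differed from the ones listed in Table 2 by at most 4.02. The smallest listed value is 4.38, so all 50 stayed above 0. By the mean of log2 CPM, with 1 added to each CPM, 34 of the 50 genes were higher in double positive cells over the 11 libraries. Over the 10 libraries it was 50. Relative to the mean T cell marker of each library, 21 were higher over the 11 libraries and 9 over the 10. From 10 to 11 libraries the differences changed by a median of -1.49 on the log2 scale, and relative to the T cell markers by 0.454, so the T cell content of replicate 2 may account for the change of direction. Over the 10 libraries, 9 of 50 were still higher relative to the T cell markers. A higher share of T cells in the double positive libraries may account for part of these differences. Adding 1 to each CPM shrinks the differences of genes with few counts, which favours this explanation. The median difference over the 10 libraries was 1.63 on this scale and 3.08 with voom, so the count does not show how large that part is. *Foxp3* relative to the T cell markers was higher in double positive cells by 1.29 on the log2 scale in the wild type (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow) and by 0.33 in the Cdh2-cKO libraries (exact p = 0.6). In the wild type, the double positive libraries stood at -0.25, -0.79 and -0.80. The CD45 single positive libraries stood at -1.21, -3.39 and -1.12 in replicates 1, 2 and 3, so replicate 2 raised the difference. Permuted within both genotypes together, the exact p was 0.095, where the smallest possible is 0.005.

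The genes of Table 1 and Table 2 were also compared in the Cdh2-cKO libraries, which share no library with the wild type. Of Table 1, 38 genes were tested there. Against the mean of the other 3 populations, all 38 were positive and 35 were called in TdT OSX single positive cells, with a median log2 fold change of 4.31, at the 100th percentile of 10000 random lists of genes of similar expression. Against double negative cells, 28 were positive and 0 were called, with a median of 0.64, at the 99.92 percentile. Of Table 2, 31 genes were tested. Compared with the mean of the other 3 populations, all 31 were positive and 8 were called in double positive cells, with a median of 1.77, again at the 100th percentile. Against CD45 single positive cells 19 were positive and 0 were called, with a median of 0.09, at the 86.48 percentile, so that difference was not seen beyond random lists in these mice. The contrast with the other 3 populations also carries the difference between CD45+ and CD45- cells.

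Of the genes that were up in a population against the mean of the other 3 in the wild type, 1156 of the 1545 tested in the Cdh2-cKO libraries were also up there in TdT OSX single positive cells, 1149 of 1182 in double negative, 23 of 42 in double positive and 48 of 180 in CD45 single positive cells.

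Over all 22 libraries, 1 of 15018 genes separated the 10 TdT OSX+ from the 12 TdT OSX- libraries completely, *Duoxa2*, where chance gives 0.0464. It had between 7.96 and 67.1 CPM in TdT OSX+ and between 0.573 and 2.11 CPM in TdT OSX- libraries, with a log2 fold change of 4.28 (standard error 0.272, adjusted p = 1.65e-07). Reads of the neighbouring gene *Duox2* were tested as a source: 0 of 10 TdT OSX+ libraries had *Duox2* above every TdT OSX- library. The gene *Duoxa1*, which overlaps *Duoxa2* by position, was not tested in this way. It had 8.83 and 6.20 CPM in the TdT OSX single positive libraries of the wild type. In the double positive libraries of the wild type it had 0, 0.468 and 0.0528 CPM, where *Duoxa2* had 21.8, 7.96 and 9.13 CPM. Reads of a transgene counted on *Duoxa2* remain, since counts per gene do not show where on the gene the reads lie (the lowest TdT OSX+ library had 7.96 CPM). This pattern cannot be told apart from that explanation. *Mrps34*, named after its value was seen, had a log2 fold change of 1.95 (standard error 0.205, adjusted p = 0.000196) in the same comparison.

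More than 5 CPM of the Y-linked gene *Ddx3y* were found in 8 libraries, and 4 of these also had more than 5 CPM of *Xist*; libraries are called with or without Y-linked reads here by this level. RNA of tumor cells was tested with *Krt18*: within the CD45+ and within the CD45- libraries with Y-linked reads, the 4 ranked first, with a chance of 0.0625. This ranking replaced a first test that ranked all 8 together; that test had favoured tumor cells. Of the 14 libraries without Y-linked reads, 9 had more *Krt18* than the lowest of the 4 (67.7 CPM). Cells of mice of both sexes in one library could equally give such reads in these 4 libraries. In the wild type, replicate 1 of all 4 populations had Y-linked reads.

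*Cdh2* was not lower in the libraries labelled Cdh2-cKO in 3 of the 4 populations. Its log2 fold change against the wild type was 1.08 in TdT OSX single positive, 1.32 in double negative, -0.55 in double positive and 0.69 in CD45 single positive cells (adjusted p of 0.668, 0.623, 1 and 0.787 from edgeR). Exchanged genotype labels were tested by asking in how many of the 4 populations it was lower in the wild type, which were 3. In the remaining one, double positive cells, its counts are few and its adjusted p is 1, so exchanged labels could not be told apart either. If Osx-cre removes *Cdh2* in these mice, double negative and CD45 single positive cells would keep it. Only the TdT OSX+ populations would then bear on the labels. Transcripts of the part of the gene that is not recombined, or few recombined cells, could not be told apart with counts per gene (1.08).

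The genes *Wdr78* and *Spock2* had 0.813 ± 0.273 and 0.859 ± 0.337 CPM (SD, n = 3) in double positive cells of the wild type. In CD45 single positive cells replicates 1 and 3 had 0 counts of both, and replicate 2 had 2.01 and 1.78 CPM. Over the 10 libraries, the expression in double positive cells was at least 4.51-fold and 4.76-fold higher than the floor. Their log2 fold changes over the 11 libraries were 0.28 (standard error 1.35) and 0.53 (standard error 1.53), with an adjusted p of 1 for each, and over the alternatives the adjusted p ran from 0.0158 to 1 and from 0.259 to 1. The RT-PCR of the paper used other tumors and is not part of these data.

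The next genes by adjusted p in the comparisons of the genotypes were, with the log2 fold change of Cdh2-cKO against wild type and edgeR's adjusted p in that order, *Txlnb* (4.60, 0.124) and *C030034I22Rik* (7.37, 0.124) in TdT OSX single positive cells, *Tnfsf13b* (-2.10, 0.131), *Naip6* (-4.75, 0.178) and *Znfx1* (-1.11, 0.178) in double negative cells, *Osbpl1a* (1.38, 1), *Ttn* (-5.12, 1) and *5033430I15Rik* (2.09, 1) in double positive cells, and *Rbm38* (-2.96, 0.417), *Phactr2* (1.27, 0.417) and *Aff3* (-7.36, 0.417) in CD45 single positive cells.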
